# The Methyl-CpG-Binding Protein Mbd2 Regulates Susceptibility to Experimental Colitis via Control of CD11c^+^ Cells and Colonic Epithelium

**DOI:** 10.3389/fimmu.2020.00183

**Published:** 2020-02-14

**Authors:** Gareth-Rhys Jones, Sheila L. Brown, Alexander T. Phythian-Adams, Alasdair C. Ivens, Peter C. Cook, Andrew S. MacDonald

**Keywords:** epigenetics, colitis, macrophage, epithelium, dendritic cell

## Abstract

Methyl-CpG-binding domain-2 (Mbd2) acts as an epigenetic regulator of gene expression, by linking DNA methylation to repressive chromatin structure. Although Mbd2 is widely expressed in gastrointestinal immune cells and is implicated in regulating intestinal cancer, anti-helminth responses and colonic inflammation, the Mbd2-expressing cell types that control these responses are incompletely defined. Indeed, epigenetic control of gene expression in cells that regulate intestinal immunity is generally poorly understood, even though such mechanisms may explain the inability of standard genetic approaches to pinpoint the causes of conditions like inflammatory bowel disease. In this study we demonstrate a vital role for Mbd2 in regulating murine colonic inflammation. *Mbd2*^−/−^ mice displayed dramatically worse pathology than wild type controls during dextran sulfate sodium (DSS) induced colitis, with increased inflammatory (IL-1β^+^) monocytes. Profiling of mRNA from innate immune and epithelial cell (EC) populations suggested that Mbd2 suppresses inflammation and pathology via control of innate-epithelial cell crosstalk and T cell recruitment. Consequently, restriction of Mbd2 deficiency to CD11c^+^ dendritic cells and macrophages, or to ECs, resulted in increased DSS colitis severity. Our identification of this dual role for *Mbd2* in regulating the inflammatory capacity of both CD11c^+^ cells and ECs highlights how epigenetic control mechanisms may limit intestinal inflammatory responses.

**Graphical Abstract:**
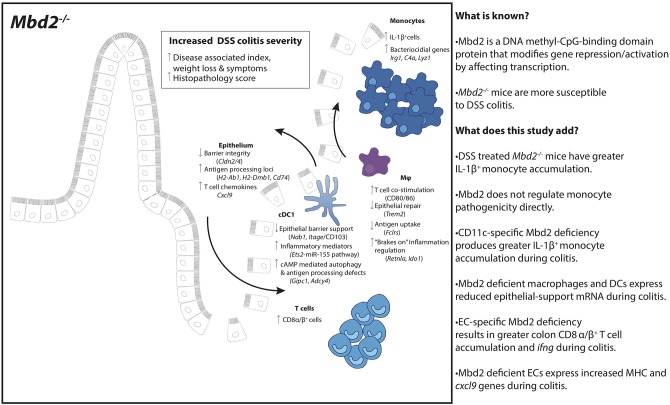
Overview of Mbd2 deficient mice during DSS colitis.

## Introduction

Epigenetic mediated changes in gene expression that are not encoded in DNA sequence, and thus not accounted for using existing GWAS, represent an attractive mechanism for explaining part of inflammatory bowel disease (IBD) susceptibility (1). Epigenetic processes such as DNA methylation, histone modification and nucleosome remodeling have all been shown to influence the regulation of key cell functions, including the immune response, and require the presence of methyl-binding domain proteins (Mbds) to exert these effects efficiently (2, 3). One of these, Mbd2, binds to methylated DNA, recruiting a nucleosome remodeling deacetylase (NuRD) complex that can significantly influence gene expression (3). Mbd2 has been shown to play an important role in gastrointestinal (GI) tract response to helminths and in predisposition to colorectal malignancy (4, 5). In addition, we have shown that Mbd2 deficient intestinal T cells over-express IFN-γ in experimental colitis (6), that Mbd2 deficient mice develop chronic intestinal inflammation after a single mucosal injury (6), and Mbd2 deficient dendritic cells (DCs) are less able to initiate immune responses (2). However, the mechanisms underpinning these observations, and the range of GI tract mucosal cells under the control of Mbd2, are poorly described.

Innate immune cells, particularly macrophages and DCs, are essential to maintain a balanced response in the intestines during health and inflammation. Macrophages, abundant in the gut mucosa (identified as CD11b^+^F4/80^+^CD64^+^MHC-II^+^Ly6C^−^{mice} or CD14^+^CD64^+^HLA-DR^Hi^SIRPα^+^{human}), are poorly responsive to Toll-like receptor (TLR) stimulation and secrete large quantities of the regulatory cytokine IL-10 in the steady state (7). However, this phenotype is disrupted during inflammation, where macrophages are capable of pro-inflammatory cytokine release that is in part controlled by histone reader facilitated regulation of NF-kB response elements (8).

Like macrophages, DCs are central to intestinal homeostasis, with several intestinal subsets which differ in origin, development and function (9). Murine cDC1s (identified as CD11b^−^CD103^+^XCR1^+^), equivalent to CD103^+^Sirpα^−^ DCs in humans, are dependent on transcription factors (TFs) Id2, Irf8, and Batf3 and induce anti-viral/bacterial IFNγ (Th1) CD4^+^ T cell responses (10). In contrast, CD11b^+^CD103^+^ intestinal cDC2s are related to CD103^+^Sirpα^+^ DCs in human intestines, depend on TFs Irf4 and Notch2 (10) and are important for induction of IL-17 (Th17) and IL-4/IL-5/IL-13 (Th2) CD4^+^ T cell responses (11). Whether epigenetic gene regulation is important in controlling immune responses of these subsets in the gut is unknown. However, inhibition of histone reading proteins in DCs *in vitro* causes failure of DC maturation and DC-mediated antigen dependent proliferation of naïve T cells (12, 13). Therefore, epigenetic regulation of gene expression within these DC subsets is likely to be crucial for their functional capability of mediating intestinal immunity.

In addition to DCs and macrophages, colonic epithelial cells (CECs) play a key role in barrier integrity and immune responses. ECs develop from pluripotent stem cells in the crypt niche, functional plasticity of which is dependent upon epigenetic proteins such as polycomb protein-mediated changes in histone modification. Indeed, altered histone motifs via HDAC1 and 2 inhibition cause barrier failure and susceptibility to colitis (14). ECs also express anti-microbial products (such as calprotectin and defensins), and may facilitate presentation of antigen via MHC-I and -II (15), so are poised to co-ordinate downstream immune responses, which may be in part reliant on epigenetic control (4, 16).

In this work, we have discovered that Mbd2 acts as a central regulator of intestinal inflammation. We found that the severe inflammation that develops in *Mbd2*^−/−^ mice during DSS driven colitis (6) is accompanied by a large accumulation of IL-1β^+^ monocytes. Although mRNA analysis of isolated cells from *Mbd2*^−/−^ mice revealed no intrinsic role for Mbd2 in colon monocyte gene regulation, this approach identified dysregulated cDC1 and macrophage expression of genes linked to innate cell-CEC crosstalk and intestinal homeostasis. Strikingly, restriction of Mbd2 deficiency to CD11c^+^ cells resulted in an exacerbated IL-β^+^ monocyte mediated colitis. Further, *Mbd2*^−/−^ CECs displayed profound dysregulation of genes controlling MHC, with EC-restricted Mbd2 deficiency resulting in elevated intestinal CD8^+^ T cell responses. These data reveal an epigenetic mechanism that is central to limiting excessive colonic inflammation via two discrete processes and identify methyl-CpG-binding proteins and the genes under their control as potential therapeutic targets for intestinal inflammatory disease.

## Results

### *Mbd2* Is a Central Regulator of Susceptibility to Colonic Inflammation

Assessment of Mbd2 distribution throughout the murine small and large intestine using RT-qPCR showed that *Mbd2* mRNA expression was higher in the large vs. small intestine, and greater in the distal (rectum) vs. proximal (caecum) colon (Supplementary Figure 1a). In addition, *MBD2* mRNA levels were significantly reduced in active human IBD (Supplementary Figure 1b). This tightly controlled GI tract *Mbd2* expression suggested that it may be an important regulator of colon inflammation. To address this possibility, we investigated how *Mbd2* deficiency affected the colonic response to inflammation. Naïve *Mbd2*^−/−^ mice do not develop spontaneous intestinal inflammation (17), maintained an intact epithelial barrier and had equivalent levels of colon *ifng*/IFN-γ to WT controls (Supplementary Figures 1c–e). Murine ingestion of DSS causes intestinal barrier breakdown, exposing the underlying mucosa to the microbiota, with resultant tissue damage, diarrhea, weight loss, and rectal bleeding (17). In keeping with our previous observations (6), the colons of DSS treated *Mbd2*^−/−^ mice displayed significantly worse pathology than WT controls, with increased colon shortening, weight loss and histopathology (Figures 1A–E).

**Figure 1:**
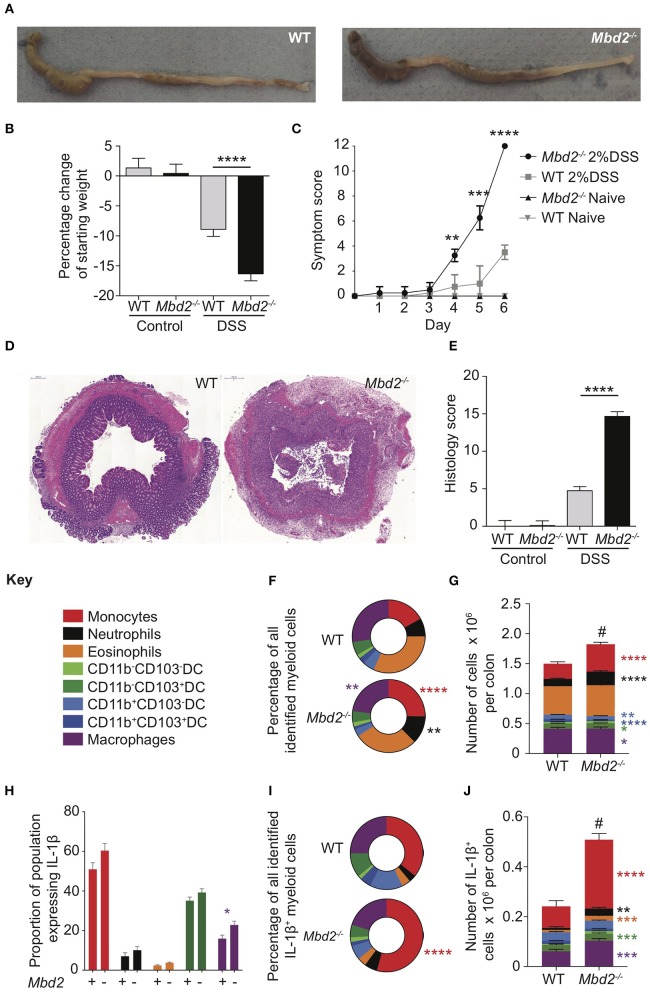
Expression of *Mbd2* is vital to limit the severity of pathology during colitis. *Mbd2*^−/−^ or littermate WT mice were co-housed and subjected to DSS in drinking water, tissues were harvested 6 days post consecutive treatment. The severity of colitis in the mice was assessed by **(A)** representative colon gross pathology, **(B)** weight loss following DSS treatment, and **(C)** symptom score (calculated from daily assessment of weight loss, rectal bleeding and stool consistency). **(D,E)** colon sections obtained from the mice were stained with H&E and colitis severity was assessed blinded according to a DSS histo-pathology score. **(F,G)** Colonic lamina propria cells were isolated and the relative proportion and number of monocytes, neutrophils, eosinophils, macrophages, and DC subsets were assessed by flow cytometry. Lamina propria cells were incubated for 3 h with 1 μl/ml Golgistop and **(H)** the proportion of monocyte, neutrophil, eosinophil, cDC1s (CD11b^−^CD103^+^) and macrophages that express IL-1β **(I)** the proportion of myeloid IL-1β^+^ cells **(J)**, and the total number of IL-1β^+^ cells was assessed by intracellular staining and flow cytometry. Mean symptom score ± SEM, representative data of 3 independent experiments **(C)** presented, all other graphs show least mean square + SEM, *n* = 15–25 per group, analyzed by linear regression of 6 independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, # comparison of total number of myeloid cells DSS treated *Mbd2*^−/−^ vs. WT (*P* < 0.0001).

As the role of Mbd2 in myeloid cells in intestinal inflammation is not known, we used multi-parameter flow cytometry (gating strategy defined in Supplementary Figure 2) to assess these populations in the colon lamina propria (LP). Proportions of myeloid cell populations from naïve *Mbd2*^−/−^ colon LP were similar to WT mice (Supplementary Figures 3a,b). Upon DSS challenge, the LP myeloid compartment of *Mbd2*^−/−^ mice had a significantly greater proportion of monocytes (Ly6C^+^CD11b^+^MHC-II^±^) and neutrophils (CD11b^+^Ly6G^+^), and less macrophages, compared to WT (Figure 1F). In addition, total numbers overall of monocytes, neutrophils, macrophages, and cDC1s were increased in *Mbd2*^−/−^ vs. WT (Figure 1G).

Myeloid cell secretion of pro-inflammatory cytokines, particularly IL-1β, is a key factor in mediating intestinal inflammation, with monocytes often a major source of this cytokine (18). Analysis of colon myeloid cell *ex vivo* cytokine production showed that naïve *Mbd2*^−/−^ mice had equivalent IL-1β producing capabilities to WT as assessed by per cell, total cell number, and overall proportion (Supplementary Figures 3c–e). After DSS treatment, only *Mbd2*^−/−^ macrophages demonstrated increased per cell IL-1β production (Figure 1H). However, as *Mbd2*^−/−^ LP displayed a marked proportional increase in monocytes in response to DSS (Figures 1F,G), these cells became the dominant source of IL-1β^+^ (Figure 1I). Moreover, as myeloid cell numbers were greater in *Mbd2*^−/−^ mice, increased total numbers of IL-1β^+^ monocytes, neutrophils, eosinophils, cDC1s, and macrophages were evident in the LP of DSS-treated *Mbd2*^−/−^ colon (Figure 1J). Thus, *Mbd2* was required to prevent increased colonic inflammation involving augmented weight loss, diarrhea, pan colitis, tissue architecture destruction, and an immune cell infiltrate characterized by pro-inflammatory cytokine secreting monocytes and neutrophils.

### *Mbd2* Deficiency in Monocytes Is Not Associated With a Pro-inflammatory Transcriptome

In mice, LP monocytes have similar marker expression to blood monocytes (CD33, CD64, CD16, CX3CR1) but are potent producers of pro-inflammatory cytokines IL-1β, IL-6, MMP-1 and MMP-9 after stimulation with LPS, compared to other monocyte subsets (19). 

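Transcript levels in monocytes sorted from the colon lamina propria of DSS treated WT and *Mbd2*-/- mice were measured on Illumina MouseWG-6 BeadChips, single-colour arrays on which each probe is read as the brightness of its beads. DSS is dextran sodium sulfate, which injures the colon epithelium when added to drinking water; the paper gives 6 days of treatment and the sample labels give 2% DSS. Each genotype had 5 arrays, and each array was one biological replicate, made up of 1 to 10 mice by the paper and 1 to 5 by the deposited record. The authors deposited bead intensities exported from the scanner software without normalization or background subtraction, with a detection p-value for each of 45281 probes. The mean intensity per array ran from 246 to 353 in WT monocytes (median 319) and from 235 to 314 in *Mbd2*-/- monocytes (median 247). Between 16024 and 17604 probes were detected in WT (median 17119) and between 16132 and 17876 in *Mbd2*-/- (median 16411), at a detection p under 0.05. The paper names limma and adjustment of *P* within a comparison but its text does not name the normalization. Here the background was corrected with the negative control probes of each array (normexp, offset 16), the 25 colon arrays were quantile normalized, and one limma model was fitted over 6 groups of cell type and genotype. A probe was tested where it was detected on at least as many arrays of the comparison as the smaller genotype group holds. A gene was called when any of its probes had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, and values are given for the brightest tested probe of a gene. The number of arrays limits the precision of every value. On data simulated from these arrays, 85.5% of probes changed by 1 on the log2 scale passed the adjusted p in monocytes and 44.5% passed both thresholds of a call, and of probes changed by 1.5 these shares were 95.5% and 94.5%. The array has 1 probe for *Mbd2*, on chromosome 18, and it was not above background on any of the 27 arrays of either genotype (smallest detection p-value 0.0566), so the arrays carry no check of the genotype labels through *Mbd2* itself.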

Given the importance of these cells in promoting inflammatory responses, and our observed increase in IL-1β^+^ monocytes in *Mbd2*^−/−^ mice (Figure 1), we investigated whether Mbd2 plays an intrinsic role in regulating monocytes by analyzing the mRNA expression of purified colon monocytes from DSS treated *Mbd2*^−/−^ and WT mice. In total, only 7 genes (including *Apoc1, Lyz1*, and *Vcam1*, which encode apolipoprotein C1, the bacteriocidal enzyme lysozyme and the adhesion molecule Vcam1) were significantly dysregulated (Log_2_ fold change ± 1, *P* < 0.05, all upregulated) when comparing *Mbd2*^−/−^ monocytes to WT controls (Figures 2A,B). 

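Of the 11992 genes tested in monocytes (16190 probes), 59 were called between *Mbd2*-/- and WT, 42 higher and 17 lower in *Mbd2*-/-. Among the 69 probes behind these calls, the arrays of both genotypes did not overlap for 55. Of all probes tested 4.86% did not overlap, where chance in groups of 5 gives 0.794%. *Apoc1* (chromosome 7) had the smallest p of all probes. Its normalized intensity was 7.92 ± 0.25 (SD, n = 5) in WT and 9.97 ± 0.31 (SD, n = 5) in *Mbd2*-/- on the log2 scale, a log2 fold change of 2.05 (standard error 0.17, limma adjusted p = 7.53e-07). *Lyz1* (chromosome 10) rose from 8.81 ± 0.43 to 10.84 ± 0.22 (log2 fold change 2.03, standard error 0.22, adjusted p = 1.88e-05). For *Vcam1* (chromosome 3) the means were 9.72 ± 0.53 and 11.24 ± 0.18 (log2 fold change 1.52, standard error 0.21, adjusted p = 0.000448), and one of its dimmer probes, at a log2 fold change of 0.95 (adjusted p = 0.0128), was not called. For these 3 genes every *Mbd2*-/- array was brighter than every WT array, and each kept its call when any one array was left out. *Ido1* (2.23), *C2* (1.73) and *Ubd* (1.67) were also among the largest log2 rises. The largest decreases among called genes were in *Fcrls* (-2.17), *Cd209a* (-1.97) and *Klrd1* (-1.56). *Fcrls* was measured a second way by a probe listed as *Msr2*, whose accession belongs to the same gene, and that probe changed by -1.75. The alternative that moved the count most downward was to leave the background uncorrected, which called 21 genes. Median scaling called 60 genes, 16 higher and 44 lower. Leaving out one array gave 41 to 91 genes, the highest without WT monocyte array 4.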

Considering all significant (*P* < 0.05) genes irrespective of fold change, GO term enrichment revealed upregulated pathways in *Mbd2*^−/−^ vs. WT monocytes that included “response to TNF,” “response to LPS,” “response to bacterium,” and “defense response” in the top10 most enriched items (Figure 2C). However, the vast majority of loci associated with monocyte pro-inflammatory ability (e.g., *Il1a, Il1b, Il6*, and *Tlr2*) were unaffected by *Mbd2* deficiency (Figure 2D). This suggests that the elevated monocyte numbers in *Mbd2*^−/−^ may not be due to Mbd2 intrinsic regulation of their function and may instead be a consequence of Mbd2 deficiency altering their recruitment or retention in response to DSS.

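Without a limit on fold change, 1964 genes had an unadjusted p under 0.05 in monocytes, 763 with a probe that was higher and 1206 with a probe that was lower in *Mbd2*-/-. After Benjamini-Hochberg adjustment 263 genes remained below 0.05, 121 higher and 142 lower. GO term enrichment was not analysed here.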

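In monocytes, 13 of the loci shown in Figure 2D are reported, which is part of the figure, and *Ifna1* and *Ccr2* were detected on too few arrays to be tested. Among these 13 the log2 fold change was positive for 11 and negative for 2, all by the brightest probe of each, and none of these probes reached a log2 fold change of 1. *Il1a* changed by 0.52 (standard error 0.39, limma adjusted p = 0.608), *Il1b* by 0.05 (standard error 0.085, adjusted p = 0.855), *Il6* by 0.44 (standard error 0.26, adjusted p = 0.476) and *Tlr2* by -0.19 (standard error 0.10, adjusted p = 0.410). *Il1b* and *Tlr2* were bright in WT cells, at 13.48 ± 0.15 and 12.76 ± 0.11 (SD, n = 5) on the log2 scale. Whether probes this bright were near saturation was not tested in monocytes, so a larger change in *Il1b* is not excluded. By limma 0 of the 13 had an adjusted p under 0.05, over all probes tested or over these loci alone, and by these probes 4 had an unadjusted p under 0.05 (*Il12a*, *Il18*, *Nos2* and *S100a8*). The smallest adjusted p among them was 0.153, for *Il12a* (log2 fold change 0.91, standard error 0.31). Dimmer probes of *Il1a* (1.20), *Tnf* (0.67) and *Il15* (0.44) also had an unadjusted p under 0.05, as did a second *Il18* probe (0.65), and none of them passed the adjusted p. Without WT monocyte array 4, 2 of the 13 passed (*Il12a* and *Nos2*). With median scaling in place of quantile normalization, *Il1b*, *Il15*, *Il18* and *Irf3* changed sign. The median log2 change of all monocyte probes was then -0.26, against -0.020 with quantile normalization. From loci it describes as unaffected, the paper raises the possibility that the larger number of monocytes in *Mbd2*-/- mice may follow from altered recruitment or retention and may not be due to regulation of their function by Mbd2 itself.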

**Figure 2:**
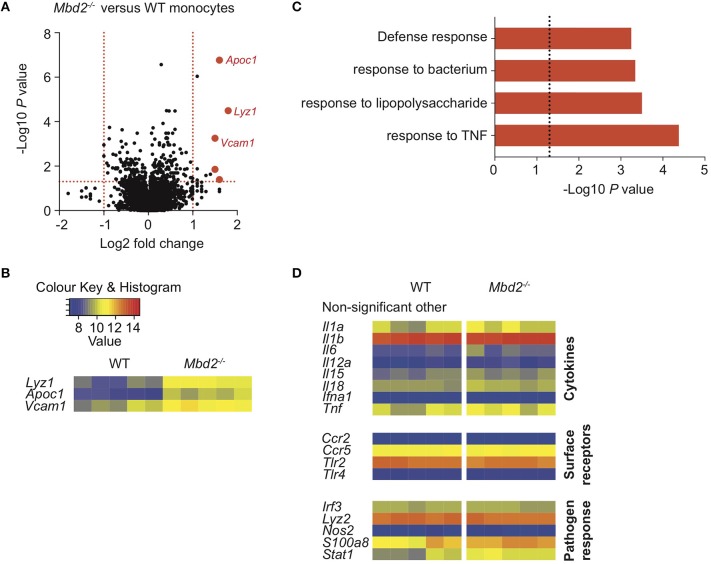
The impact of Mbd2 deficiency on mRNA expression by colon monocytes during colitis. Monocytes (CD11b^+^Ly6C^+^F4/80^−^MHC-II^−/+^) were isolated and purified via FACS from the colon lamina propria of *Mbd2*^−/−^ or WT littermate co-housed mice after 6 consecutive days of DSS treatment. RNA was extracted for microarray mRNA expression analysis (5 biological replicates per genotype). **(A)** Volcano plot depicts differential gene expression profile of *Mbd2*^−/−^ vs. WT monocytes, with selected genes highlighted in red. Dashed lines represent *P* < 0.05, and ± 1-fold change. **(B)** Heat map of relative expression values for the highlighted loci in **(A)** (log_2_ normalized intensity, one-fold change-filtered, *P* < 0.05). **(C)** Selected pathways from GOterm analysis of significantly altered mRNA transcripts (*P* < 0.05) from **(A)**, dashed line represents *P* < 0.05. **(D)** selected other non-significant loci based on literature review of monocyte-associated inflammatory processes.

### *Mbd2* Deficiency in CD11c^+^ Cells Confers Increased Susceptibility to Colonic Inflammation

We reasoned that influx of neutrophils and monocytes to the colon might be limited by upstream cell populations under the influence of Mbd2 mediated gene regulation. Macrophages and DCs have both been implicated in DSS pathogenesis (20, 21) with macrophages an important source of monocyte chemokines such as CCL8 (22). Of the DC subsets, CD11b^−^CD103^+^ cDC1s which express *bona fide* DC TFs (23) and are crucial for DSS pathogenesis via CEC crosstalk (24), were the only expanded DC population in the absence of Mbd2 (Figure 1G). Similarly, macrophages were the most numerous LP myeloid population (Supplementary Figure 3b) and the only myeloid cell to significantly increase per cell production of IL-1β after DSS in Mbd2 deficiency (Figure 1H).

Therefore, to understand whether cDC1 or macrophage Mbd2 deficiency was important for the increased susceptibility of *Mbd2*^−/−^ mice to DSS colitis, we performed microarray analysis on purified CD11b^−^CD103^+^ DCs and macrophages from WT and *Mbd2*^−/−^ DSS treated mice. cDC1s from DSS treated *Mbd2*^−/−^ mice showed 27 significantly dysregulated genes (Log_2_ fold change ± 1, *P* < 0.05, 10 up-, and 17 down-regulated) vs. WT controls (Figures 3A,B). 

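For macrophages, 5 WT and 5 *Mbd2*-/- arrays were used, and for cDC1s 2 WT and 3 *Mbd2*-/- arrays, processed together with the monocyte arrays. The mean intensity per array was 222 to 337 in WT macrophages (median 275) and 203 to 324 in *Mbd2*-/- macrophages (median 275.2). In cDC1s it was 265 and 292 on the WT arrays and 172 to 228 on the *Mbd2*-/- arrays, with no overlap between genotypes. The number of detected probes was 17443 and 17635 in WT cDC1s and 16383 to 16572 in *Mbd2*-/- cDC1s. In macrophages it was 16495 to 17966 in WT and 16694 to 18608 in *Mbd2*-/-. With groups of 2 and 3 arrays, 20% of probes separate by chance, so the cDC1 tests rest on the spread estimated over all 6 groups. In simulated data, 64.5% of cDC1 probes changed by 1 on the log2 scale passed the adjusted p, against 83.0% in macrophages, and 40.0% and 43.5% passed both thresholds of a call. The simulation gave all 6 groups the same spread for each probe. Pairs of real arrays of one genotype lay at least 2-fold apart for 982 to 1487 genes in cDC1s. In monocytes this was 267 to 831 genes and in macrophages 289 to 1947, so the simulated cDC1 shares may be too high. Of 13051 genes tested in cDC1s, 315 were called, 132 higher and 183 lower in *Mbd2*-/-. A BeadChip of this type holds 6 arrays, and the chip of each array is not named. Counted in blocks of 6 columns, no block holds cDC1s of both genotypes. Column position and genotype therefore cannot be told apart in cDC1s, and every cDC1 call and p-value given here carries this limit. The count went from 154 without WT array 23 to 925 without WT array 26, and it was 575 without *Mbd2*-/- array 27 and 177 without *Mbd2*-/- array 30. When cDC1s were normalized and fitted alone, limma called 0 genes, and 419 genes had an unadjusted p under 0.05 with an absolute log2 fold change of at least 1. Median scaling gave 8 genes higher and 508 lower. The median log2 change of all cDC1 probes was then -0.37, against 0.026 with quantile normalization. Among called genes whose genotypes did not overlap, the largest rise was read by the probe *Igk-V33*, which was not above background in WT and was at least 20.1-fold higher in *Mbd2*-/-, taken against the lowest signal of detected probes. Among the other largest rises were *LOC100046496* (2.92) and *Dlm1-pending* (2.69), along with a pair of probes for immunoglobulin kappa variable genes (2.84 and 2.76). *Gm459* was not above background in *Mbd2*-/- and was at least 5.2-fold lower. *Pmaip1*, *Ezh2*, *Top1* and *Gcg* had the other largest decreases, with log2 fold changes of -2.75, -2.22, -1.97 and -1.93. Another *Ezh2* probe changed by -0.54 and 2 other *Top1* probes by -1.34 and 0.37, and none of these passed the adjusted p. With one array left out in turn, the pair of kappa probes ran from 0.80 to 4.88 and from 1.39 to 4.14, *LOC100046496* from 1.56 to 4.29 and *Pmaip1* from -4.24 to -1.27. The fitted log2 fold change ran from -3.63 to -1.72 for *Gm459* and from -2.74 to -1.12 for *Gcg*. Of the genes named here by size, *Igk-V33* and *Ezh2* alone passed the adjusted p whichever array was left out.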

*Ets2*, the most significantly upregulated locus in *Mbd2*^−/−^ cDC1s, is a transcriptional regulator that increases expression of miR-155, a potent pro-inflammatory mediator found at increased levels in IBD mucosa (25, 26). 

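*Ets2* (chromosome 16, 1 probe) had the smallest p of all 17838 probes tested in cDC1s. Its normalized intensity was 10.21 ± 0.23 (SD, n = 2) in WT and 11.35 ± 0.086 (SD, n = 3) in *Mbd2*-/- on the log2 scale, a log2 fold change of 1.14 (standard error 0.11, limma adjusted p = 6.25e-06). With each array left out in turn the log2 fold change stayed between 0.98 and 1.30. Its adjusted p was 0.176 under median scaling (log2 fold change 0.66) and 0.354 when cDC1s were fitted alone, in a range from 1.09e-07 to the latter value over the alternatives. Column position and genotype cannot be told apart for *Ets2*, as for every gene in cDC1s. Transcripts of miR-155 were not analysed here.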

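In cDC1s, *Gipc1* (chromosome 8) was read at 7.51 ± 0.084 (SD, n = 2) in WT and 9.19 ± 0.30 (SD, n = 3) in *Mbd2*-/- by its brightest probe, a log2 fold change of 1.68 (standard error 0.39, limma adjusted p = 0.0138). The other 3 *Gipc1* probes changed by 0.76, -0.16 and -0.23, and none of them passed the adjusted p. For Gipc1 in cDC1s the adjusted p was 0.114 without WT array 23 and 0.0552 without *Mbd2*-/- array 30. *Adcy4* (chromosome 14) rose from 7.51 ± 0.070 to 9.07 ± 0.32, a log2 fold change of 1.56 (standard error 0.31, adjusted p = 0.00643). A second *Adcy4* probe rose by 1.99 (adjusted p = 0.00420) and the dimmest was not above background in WT and was at least 1.34-fold higher (adjusted p = 0.380). The adjusted p of *Adcy4* was 0.0617 without WT array 23. Median scaling, array weights and a fit of cDC1s alone each moved both genes above the adjusted p of 0.05, and the smallest adjusted p over the alternatives was 0.00657 for *Gipc1* and 0.00423 for *Adcy4*.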

*Gipc1* and *Adcy4*, also significantly upregulated in *Mbd2*^−/−^ DCs, encode a GTPase activator protein for Gαi/Gαq and adenylate cyclase enzyme, respectively, both of which can increase DC cAMP levels (27). 

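*Nab1* (chromosome 1) fell in *Mbd2*-/- cDC1s from 8.71 ± 0.60 (SD, n = 2) to 7.06 ± 0.014 (SD, n = 3) on the log2 scale by its brightest probe, a log2 fold change of -1.66 (standard error 0.19, limma adjusted p = 3.88e-05). This standard error draws on the spread of all 6 groups, and the adjusted p was 0.354 when cDC1s were fitted alone. For *Nab1* too, genotype cannot be told apart from column position. The other tested *Nab1* probes gave -1.13, -0.91, -0.72 and -0.022, and none passed the adjusted p. *Itgae* (chromosome 11), which encodes CD103, has 6 probes that were all tested. The brightest was at 13.15 ± 0.085 in WT and 13.03 ± 0.15 in *Mbd2*-/- and did not differ (log2 fold change -0.12, standard error 0.39, adjusted p = 0.888). A pair of dimmer probes fell by 1.76 (standard error 0.38, adjusted p = 0.0101) and 1.46 (standard error 0.42, adjusted p = 0.0375), and through them *Itgae* was called. Of the remaining probes, a pair changed by -0.060 and -0.011 and one rose by 0.39 (adjusted p = 0.119). The sign of the brightest probe turned to 0.26 with cyclic loess normalization.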

Of the genes downregulated in *Mbd2*^−/−^ DCs, *Nab1*, and *Itgae* (CD103) may affect CEC function by reducing STAT5 and E-cadherin signaling, respectively, that may pre-dispose to epithelial barrier breakdown (28, 29). Considering all significant (*P* < 0.05) genes irrespective of fold change, GOterm pathway analysis revealed no immunological pathways of note, though *Ets2, Gipc1*, and *Adcy4* were all represented in the “intracellular” pathway, which was also the most enriched GOterm (*P* = 5.1 × 10^−7^) (Supplementary Table 1).

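Irrespective of fold change, 3746 genes had an unadjusted p under 0.05 in cDC1s, 2062 with a higher and 1724 with a lower probe in *Mbd2*-/-. After adjustment 1087 genes were below 0.05, 572 higher and 522 lower, including *Ets2*, *Gipc1* and *Adcy4*. A gene with probes in both directions is counted in each direction. GO terms were not analysed here, and the gene lists of Supplementary Table 1 are given only in part, so no set was tested.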

**Figure 3:**
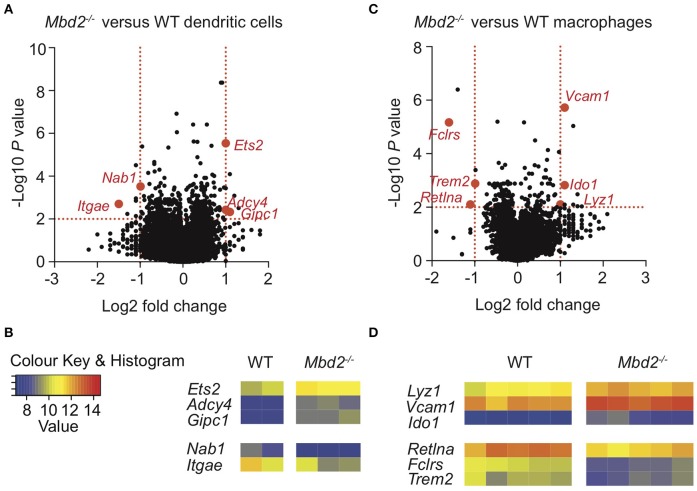
Mbd2 regulates expression of both pro- and anti-inflammatory genes in cDC1 and macrophage populations during colitis. Colon lamina propria cDC1s (CD11c^+^CD11b^−^CD103^+^) **(A,B)** and macrophages (CD11b^+^F4/80^+^MHC-II^+^Ly6C^−^) **(C,D)** were isolated from *Mbd2*^−/−^ or WT littermate co-housed mice after 6 consecutive days of DSS treatment with RNA extracted for microarray mRNA expression analysis (2–5 biological replicates per genotype). **(A,C)** Volcano plot depicts differential gene expression profile of *Mbd2*^−/−^ vs. WT cDC1s **(A)** or macrophages **(C)**, with selected genes highlighted in red. Dashed lines represent *P* < 0.05, and ±1-fold change. **(B,D)** Heat map of relative gene expression values from those highlighted loci in **(A,C)** (log_2_ normalized intensity, one-fold change-filtered, *P* < 0.05).

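In colon macrophages, 232 of 12515 genes tested were called between *Mbd2*-/- and WT, 211 higher and 21 lower in *Mbd2*-/- (254 of 16834 probes). The genotypes did not overlap for 118 of these probes. *Apoc1* again had the smallest p (log2 fold change 2.32, standard error 0.17, limma adjusted p = 6.01e-08). Among called genes whose genotypes did not overlap, the largest rise was in the predicted locus *LOC386144* (3.38, adjusted p = 0.0204), followed by *Ido1*, *Apoc1*, *LOC385109* (2.23) and *LOC213684* (2.19). *LOC386144* was detected on 3 of 5 WT arrays. It no longer passed the adjusted p in 4 of 10 fits with one array left out and under 3 of 13 other settings. The largest decrease was in *Fcrls*, at -1.67 by a probe listed as *Msr2* and less by the probe listed under its own name, and next were *Igfbp6* (-1.48), *Chst7* (-1.45) and *Klrd1* (-1.36). A second probe listed as *Msr2* changed by 0.10 (adjusted p = 0.899). The count depended on single arrays. It was 79 without WT array 12, 87 without *Mbd2*-/- array 19, 85 without *Mbd2*-/- array 20 and 120 without WT array 14, and it was 397 without WT array 15 and 353 without *Mbd2*-/- array 17. With macrophages normalized and fitted alone, 39 genes were called, 24 higher and 15 lower. At an adjusted p under 0.01, as in the paper's methods, 51 genes were called, 35 higher and 16 lower.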

Isolation and mRNA microarray analysis of macrophages showed 41 significant genes were dysregulated (Log_2_ fold change ± 1, *P* < 0.05, 38 up-, and 3 down-regulated) in DSS treated *Mbd2*^−/−^ mice, compared to WT (Figures 3C,D). 

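In macrophages, *Ido1*, listed under its older symbol *Indo* (chromosome 8), rose from 5.75 ± 0.58 (SD, n = 5) in WT to 8.30 ± 0.55 (SD, n = 5) in *Mbd2*-/- on the log2 scale, a log2 fold change of 2.55 (standard error 0.40, limma adjusted p = 0.000880). *Retnla* (chromosome 16) was at 12.57 ± 0.37 in WT and 11.58 ± 0.34 in *Mbd2*-/-, a log2 fold change of -0.99 (standard error 0.31) whose adjusted p of 0.0586 did not pass, and the arrays of both genotypes overlapped. Its adjusted p was 0.0171 with no background correction and 0.153 with no filter on dim probes. *Lyz1* rose from 11.02 ± 0.39 to 11.98 ± 0.19 by its brighter probe (log2 fold change 0.96, adjusted p = 0.0181) and by 3.10 by its dimmer probe (adjusted p = 0.0114). For Lyz1 in macrophages the brighter probe had an adjusted p of 0.0609 without WT array 12 and 0.0595 without *Mbd2*-/- array 20, and the genotypes overlapped for the dimmer probe. *Vcam1* rose from 12.26 ± 0.28 to 13.20 ± 0.25 (log2 fold change 0.94, adjusted p = 0.0158), and dimmer *Vcam1* probes rose by 1.38 and 2.12. Under median scaling the adjusted p was 0.104 for the brighter *Lyz1* probe, and for Vcam1 in macrophages it was 0.0601. *Trem2* (chromosome 17) fell from 9.95 ± 0.43 to 8.75 ± 0.32 (log2 fold change -1.20, standard error 0.19, adjusted p = 0.000880). *Fcrls* fell from 11.68 ± 0.33 to 10.14 ± 0.28 (log2 fold change -1.54, standard error 0.26, adjusted p = 0.00163).

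**Figure D1:**
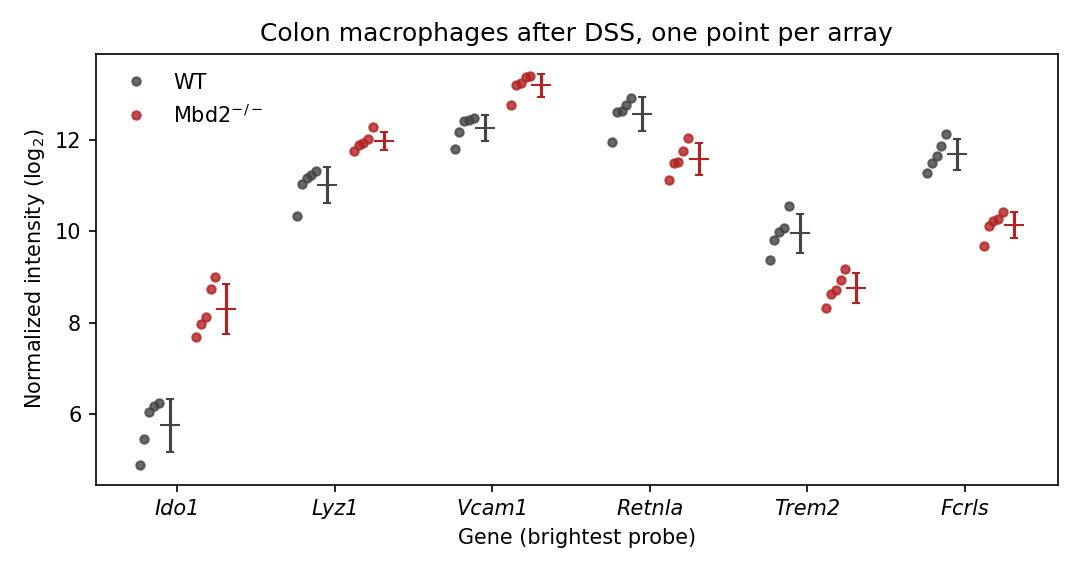
Normalized log2 intensity (y axis) of the brightest probe of 6 genes (x axis) in colon macrophages, with one point per array (5 WT in grey and 5 *Mbd2*-/- in red, drawn in order of value) and the mean with its SD beside them. *Retnla* is the one gene whose genotypes overlap, from 11.95 to 12.92 in WT and from 11.11 to 12.04 in *Mbd2*-/-.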

*Mbd2*^−/−^ colon macrophages displayed altered expression of genes associated with both dampening pro-inflammatory responses (*Retnla* and *Ido1*) and promoting bactericidal pathways (*Lyz1*), in addition to epithelial wound healing (*Trem2*), vascular adhesion (*Vcam1*, as also seen in Mbd2 deficient monocytes), and *Fclrs* (a poorly described gene that has putative scavenger binding domains) (30–33). However, as in DC GO term analysis, there were no significantly dysregulated pathways of interest (Supplementary Table 2).

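Without a limit on fold change, 857 genes had an adjusted p under 0.05 in macrophages, 459 higher and 399 lower in *Mbd2*-/-, and 3468 had an unadjusted p under 0.05. The short gene lists that Supplementary Table 2 gives in full were looked up, with the limit that the study picked their genes on these same samples. All 5 genes under the amino acid derivative term were higher and passed the adjusted p, with log2 fold changes from 0.80 to 2.55. All 10 genes under the extracellular term were higher and 9 of them passed, and *Vegfa* (0.15, adjusted p = 0.577) did not. The 4 genes under the stress fibre term were lower and passed, with log2 fold changes from -0.84 to -0.46, none of which reached a log2 fold change of 1. GO enrichment itself was not analysed here.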

Both macrophages and DCs in the colon express the integrin CD11c, and depletion of CD11c^+^ cells using CD11c-DTR mice may reduce or increase colitis severity, depending on the presence or absence of the TLR9 agonist CpG (20, 21). We thus restricted *Mbd2* deficiency to CD11c expressing cells using a *CD11c-Cre*^+^ *Mbd2*^*Fl*/*Fl*^ system (CD11cΔ*Mbd2*) (2). Although CD11c was expressed by a range of cell types in the colon (Supplementary Figures 4a,b), >75% of colon CD11c^+^ cells were either DCs (25%) or macrophages (50%), with DC's displaying the greatest per cell expression level (Supplementary Figures 4a,b). Naïve CD11cΔ*Mbd2* colon LP displayed equivalent myeloid cell proportions, total cell number and per cell IL-1β production, total IL-1β^+^ cell number and overall proportion of IL-1β^+^ myeloid populations to *Cre*^−^ control mice (Supplementary Figures 5a–e). However, CD11cΔ*Mbd2* mice were significantly more susceptible to DSS colitis than *Cre*^−^ controls, displaying greater weight loss, symptom score, and tissue architecture destruction (Figures 4A–D). Due to an increased cellular infiltrate in CD11cΔ*Mbd2* DSS treated animals the number of monocytes, neutrophils, eosinophils and macrophages was greater compared to DSS treated *Cre*^−^ mice (Figures 4E,F). Measurement of *ex vivo* IL-1β production by myeloid cells showed that this was equivalent for all populations in CD11cΔ*Mbd2* and *Cre*^−^ DSS treated mice, with the exception of neutrophils (Figure 4G). As such, the myeloid compartment was enriched for IL-1β^+^ neutrophils in CD11cΔ*Mbd2* vs. *Cre*^−^ DSS treated mice (Figure 4H). Overall there were significantly more IL-1β^+^ cells in CD11cΔ*Mbd2* vs. *Cre*^−^ controls after DSS, increased in neutrophils, monocytes and eosinophils (Figure 4I). 

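Ranked by p among the 17838 probes tested in cDC1s, the 6 *Itgae* probes took ranks 216, 897, 2660, 15402, 16647 and 17567. The probe at rank 216 was lower on every *Mbd2*-/- array than on either WT array, at 11.03 ± 0.98 (SD, n = 2) in WT and 9.28 ± 0.74 (SD, n = 3) in *Mbd2*-/-. The probe at rank 897 overlapped between genotypes, at 11.21 ± 0.84 and 9.75 ± 0.76. *Nab1* and *Ets2* took ranks 6 and 1.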

As *Itgae* (CD103) downregulation was one the most significant effects of Mbd2 deficiency in cDC1s (Figures 3A,B), we assessed surface levels of CD103 on cDC1s (CD11b^−^CD103^+^) and cDC2s (CD11b^+^CD103^+^) isolated from DSS treated *Mbd2*^−/−^, CD11cΔ*Mbd2*, or control mice (Supplementary Figure 6). In support of our microarray data (Figure 3), CD103 expression showed a small but significant reduction on colon LP cDC1s and cDC2s from *Mbd2*^−/−^ mice (Supplementary Figures 6a,b). In addition, when Mbd2 deficiency was restricted to CD11c^+^ cells, a subtle reduction in cDC1 CD103 expression was still observed (Supplementary Figures 6c,d). Lastly, in contrast to our previous work revealing a role for IFN-γ producing CD4^+^ and CD8^+^ T cells in mediating colitis susceptibility in global Mbd2 deficient mice (6), the total number of colon LP CD4^+^ or CD8^+^ T cells and colon IFN-γ mRNA expression were equivalent between DSS treated CD11cΔ*Mbd2* mice and controls (Figures 4J,K), suggesting increased colitis susceptibility was T cell independent in this context.

**Figure 4:**
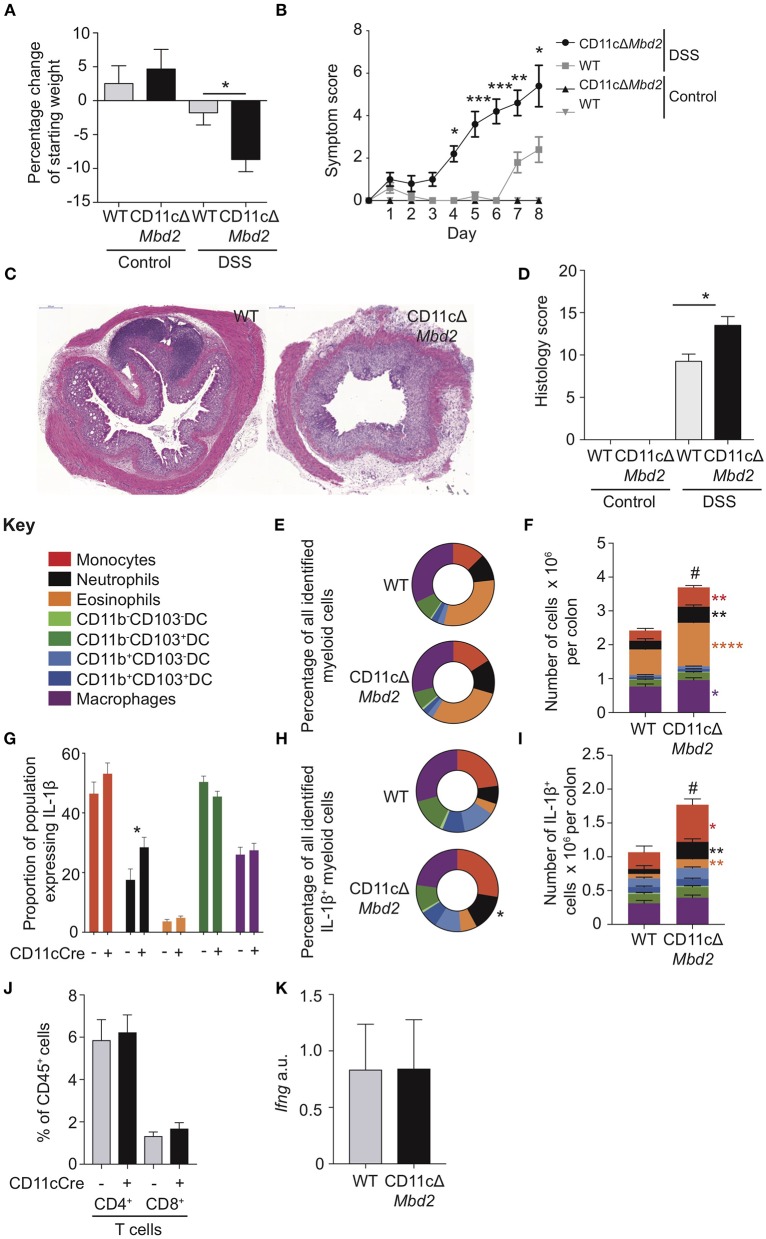
CD11c^+^ cell expression of Mbd2 is essential to limit colitis. CD11cΔ*Mbd2* or littermate *Cre*^−^ (WT) mice were co-housed and tissues were harvested 8 days post consecutive treatment DSS treatment. The severity of colitis in the mice was assessed by **(A)** weight loss following DSS treatment and **(B)** symptom score (calculated from daily assessment of weight loss, rectal bleeding, and stool consistency). **(C)** colon sections obtained from DSS treated mice were stained with H&E and **(D)**, colitis severity was assessed blinded according to a DSS histo-pathology score. Colonic lamina propria cells were isolated and the relative proportion and number of monocytes, neutrophils, eosinophils, macrophages DC subsets **(E,F)** and T cells **(J)** were assessed by flow cytometry. Lamina propria cells were incubated for 3 h with 1 μl/ml Golgistop and **(G)** the proportion of monocyte, neutrophil, eosinophil, cDC1s and macrophages that express IL-1β **(H)** the proportion of myeloid IL-1β^+^ cells, **(I)** and the total number of IL-1β^+^ cells was assessed by intracellular staining and flow cytometry. **(J)** Number of CD4^+^ and CD8α/β^+^ TCRα/β T cells as a proportion of CD45^+^ cells. **(K)** *ifng* mRNA levels derived from 1 cm sections of distal colon in DSS treated CD11cΔ*Mbd2* or littermate *Cre*^−^ mice determined by qPCR relative to *gapdh*. Mean symptom score ± SEM, representative data of 3 independent experiments **(B)** presented, all other graphs show least mean square + SEM, *n* = 15–25 per group, analyzed by linear regression of 6 independent experiments, except **(J,K)** which are representative data from 3 independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. # comparison of total number of myeloid cells DSS treated CD11cΔ*Mbd*2 vs. *Cre*^−^ controls (*P* < 0.0001).

Collectively, these data show that CD11c-restricted Mbd2 deficiency resulted in increased severity of experimental colitis, characterized by elevated infiltration of IL-1β producing neutrophils and monocytes but equivalent numbers of LP T cells and colon IFN-γ transcript. Colon cDC1s and macrophages isolated from DSS treated *Mbd2*^−/−^ mice also displayed altered expression of genes associated with epithelial crosstalk (*Trem2, Nab1, Itgae*) and inflammation control (*Retlna, Ido1, Lyz1*). However, the increased inflammation evident in DSS exposed CD11cΔ*Mbd2* mice was less dramatic that in similarly treated global *Mbd2*^−/−^ mice (Figures 1A–J). This suggested that, while *Mbd2* expression in CD11c^+^ cells was important to limit pathology, it also regulated gene expression in other, CD11c negative, cell types to dampen inflammation during colitis.

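The same genes were compared across cell types. In cDC1s column position and genotype cannot be told apart, so each difference between cDC1s and another cell type carries that limit. *Trem2* was close to background in cDC1s, at 4.61 in WT and 4.73 in *Mbd2*-/- on the log2 scale (limma adjusted p = 0.839), so that a fall like that in macrophages could not have been measured there. In monocytes *Trem2* fell by 0.82 on the log2 scale (adjusted p = 0.0210). *Nab1* changed by -0.32 in macrophages (adjusted p = 0.153) and -0.13 in monocytes (adjusted p = 0.734), and its effect differed from that in cDC1s by 1.34 for macrophages (interaction adjusted p = 0.00435) and by 1.53 for monocytes (interaction adjusted p = 0.00254). The *Itgae* probes that fell in cDC1s were close to background in WT macrophages (4.57 and 4.80), so whether the fall is limited to cDC1s was not decided. *Retnla* fell by 1.34 on the log2 scale in monocytes (adjusted p = 0.0242) and changed by 0.60 in cDC1s, where it was dim (5.59 in WT, adjusted p = 0.436), and the interaction between macrophages and cDC1s had an adjusted p of 0.0660. *Ido1* changed by 1.68 in cDC1s (adjusted p = 0.0767), with no difference from macrophages detected (interaction adjusted p = 0.461). *Lyz1* changed by 0.11 in cDC1s (adjusted p = 0.878), and its effect was not shown to differ from that in macrophages (interaction adjusted p = 0.172).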

### *Mbd2* Deficiency in Colon Epithelial Cells Confers Increased Susceptibility to Colonic Inflammation

Given that restriction of *Mbd2* deficiency to CD11c^+^ cells did not result in as severe inflammation as that seen in global *Mbd2*^−/−^ animals, and DSS is characterized by intestinal epithelial damage (34), we speculated that CECs may represent an important cell type that could be controlled by *Mbd2* during colitis.

To test this, we identified an EpCAM^+^CD45^−^Lin^−^ population of CECs [Supplementary Figure 7a, (35)] and analyzed mRNA expression of FACS-purified cells by qPCR. This revealed expression of EC-specific genes [intestinal stem cell niche (*Lrg5*), goblet cell (*Muc2*), enteroendocrine (*ChgA)*, and colonocyte (*Car1*)] in addition to high levels of *Mbd2* (Supplementary Figure 7b). To determine whether Mbd2 was critical for CEC regulation during inflammation, CECs were isolated from DSS treated WT and *Mbd2*^−/−^ mice and mRNA expression assessed by microarray. Comparison of *Mbd2*^−/−^ to WT CECs revealed that 118 genes were significantly dysregulated (Log_2_ fold change ± 1, *P* < 0.01, 75 up-, and 43 down-regulated), a more dramatic effect than was evident in myeloid cells (Figure 5A and Supplementary Figure 8). In CECs from DSS treated *Mbd2*^−/−^ mice, there was a striking up-regulation of MHC-I (including *H2-Q8, H2-K2*, and *H2-Q6*), MHC-II (including *H2-DMb1, H2-DMb2*, and *H2-DMa*), other MHC-related genes (including *Cd74, Ciita, Tap1/2*, and *Psmb8/9*), and the T cell chemoattractant *Cxcl9* (Figures 5A,B). At the same time, a significant decrease in levels of expression of genes that promote epithelial barrier integrity was also apparent (*Cldn4, Krt36*, and *Actg2*) (Figures 5A,B). Considering all significant (*P* < 0.05) genes irrespective of fold change, GO term enrichment revealed 366 significantly up-regulated and 425 significantly down-regulated array features, comparing *Mbd2*^−/−^ vs. WT CECs, with numerous immune cell function related pathways including “antigen processing & presentation,” and “MHC protein complex,” (up-regulated) and “cell adhesion,” “biological adhesion,” and “extracellular matrix” (down-regulated) in the top10 most enriched terms (Figures 5C,D). Together, this reveals that *Mbd2* plays a dominant role in controlling CEC mRNA expression during intestinal inflammation.

**Figure 5:**
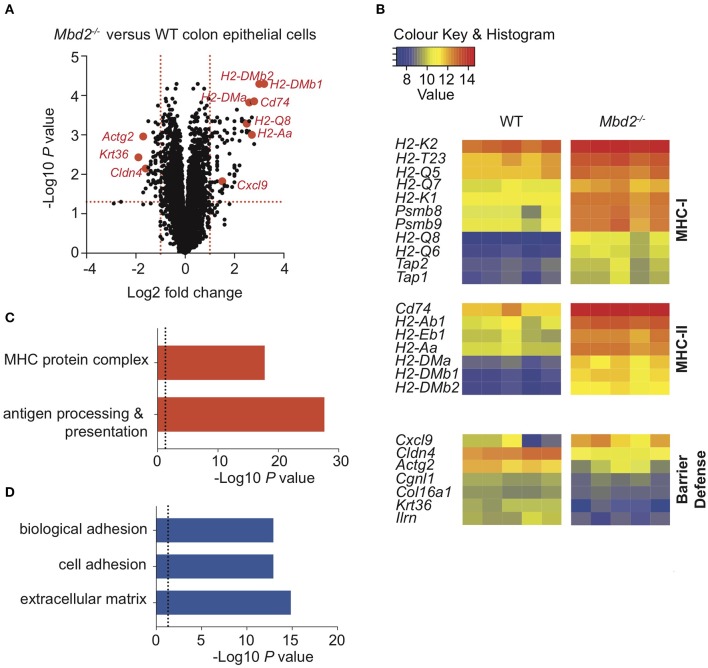
The impact of Mbd2 deficiency on mRNA expression by colon epithelial cells during colitis. **(A)** Volcano plot depicts differential gene expression profile of mRNA as determined by microarray of colon epithelial cells (CD45^−^ Lin^−^ F4/80^−^ CD3^−^ EpCAM^+^) isolated by flow cytometry after 6 consecutive days DSS treatment in *Mbd2*^−/−^ or WT littermate co-housed mice. **(B)** Heat map of relative gene expression values from selected significant (log_2_ fold change ± 1, *P* < 0.05) loci and selected up **(C)** and down **(D)** (*P* < 0.05) pathways from GOterm analysis from **(A)** (log_2_ normalized intensity, one-fold change-filtered, *P* < 0.05), 5 biological replicates per genotype.

We have previously shown that Mbd2 deficiency in ECs using an inducible *Cre* model does not increase susceptibility to colitis (6). However, we hypothesized this was due to a modest reduction in EC Mbd2 expression using this approach (~20% reduction compared to WT levels), and that further reductions in Mbd2 expression may be biologically significant, given the profoundly altered transcriptome we had observed in Mbd2-deficient CECs (Figure 5). Therefore, we investigated CEC-restricted *Mbd2* deficiency using a constitutive *Villin-Cre*^+^ *Mbd2*^*Fl*/*Fl*^ system (VillinΔ*Mbd2*) (Supplementary Figure 9a) (35), where Mbd2 expression was reduced by >99%, suggesting a superior level of EC-Mbd2 deficiency (Supplementary Figure 9a) (6). Naïve VillinΔ*Mbd2* colon LP displayed equivalent myeloid cell proportions, total cell number and per cell IL-1β production, total IL-1β^+^ cell number and overall proportion of IL-1β^+^ myeloid populations to *Cre*^−^ control mice (Supplementary Figures 9b–f). As we observed in DSS treated *Mbd2*^−/−^ mice, CECs isolated from naïve VillinΔMbd2 mice showed significant dysregulation of genes associated with MHC-I and MHC-II (*Cd74, H2-Ab1, H2-Dmb1*), strongly suggesting that Mbd2 directly regulates CEC immunogenicity (Supplementary Figure 10).

Following DSS treatment, VillinΔ*Mbd2* mice developed more severe colitis than littermate *Cre*^−^ controls, as demonstrated by increased weight loss, symptom score and tissue architecture destruction (Figures 6A–D). However, in contrast to DSS-treated global *Mbd2*^−/−^ and CD11cΔ*Mbd2* mice, VillinΔ*Mbd2* animals had similar proportions of myeloid cells to WT controls and did not demonstrate either increased total numbers (Figures 6E,F), IL-1β^+^ populations (Figures 6G–I), or cDC1 CD103 expression (Supplementary Figure 11), that we observed in *Mbd2*^−/−^ and CD11cΔ*Mbd2* mice.

**Figure 6:**
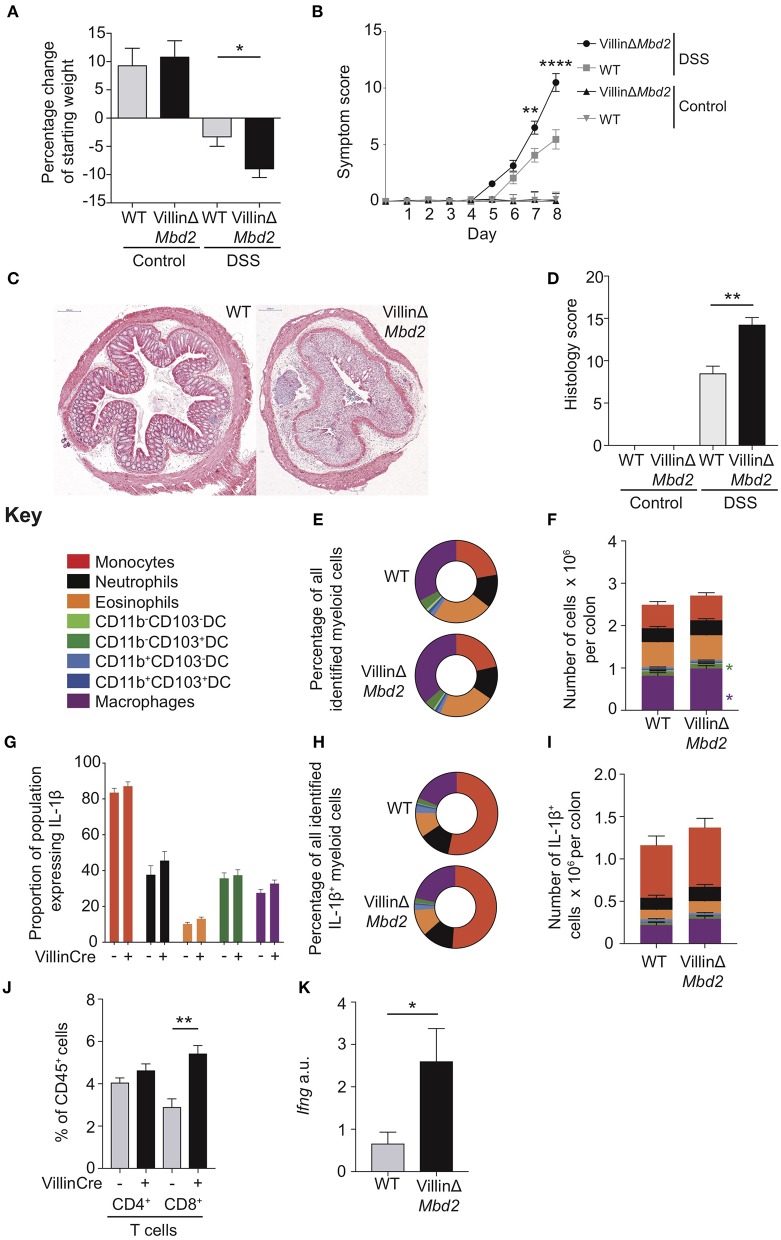
Epithelial cell expression of Mbd2 is vital to limit colitis. VillinΔ*Mbd2* or littermate *Cre*^−^ (WT) mice were co-housed and subjected to 2% DSS in drinking water, tissues were harvested 8 days post consecutive treatment. The severity of colitis in the mice was assessed by **(A)** weight loss following DSS treatment and **(B)** symptom score (calculated from daily assessment of weight loss, rectal bleeding and stool consistency). **(C)** colon sections obtained from DSS treated mice were stained with H&E, and **(D)** colitis severity was assessed blinded according to a DSS histo-pathology score. Colon lamina propria cells were isolated and the relative proportion and number of monocytes, neutrophils, eosinophils, macrophages, DC subsets **(E,F)** and T cells **(J)** were assessed by flow cytometry. Lamina propria cells were incubated for 3 h with 1 μl/ml Golgistop and **(G)** the proportion of monocyte, neutrophil, eosinophil, cDC1s (CD11b^−^CD103^+^), and macrophages that express IL-1β **(H)** the proportion of myeloid IL-1β^+^ cells, **(I)** and the total number of IL-1β^+^ cells was assessed by intracellular staining and flow cytometry. **(J)** Number of CD4^+^ and CD8α/β^+^ TCRα/β T cells as a proportion of CD45^+^ cells. **(K)** *ifng* mRNA levels derived from 1 cm sections of distal colon in DSS treated VillinCreΔ*Mbd2* or littermate *Cre*^−^ mice determined by qPCR relative to *gapdh*. All graphs show least mean square ±SEM, *n* = 15–25 per group, analyzed by linear regression of six independent experiments, except **(J,K)** which are representative data from three independent experiments. *P < 0.05, **P < 0.01, ****P < 0.0001.

We have previously shown that DSS treated *Mbd2*^−/−^ colon LP CD4^+^ and CD8^+^ TCRα/β^+^ cells produce greater levels of IFN-γ, and therefore reasoned that increased *Mbd2*^−/−^ and VillinΔ*Mbd2* CEC MHC-II expression may affect T-cell function. Indeed, one of the most up-regulated genes in *Mbd2*^−/−^ CECs during DSS was the T-cell chemokine *Cxcl9* (Figure 5A), CEC sources of which have been shown to correlate with IBD severity (36). To support this, colon LP Mbd2 sufficient CD8α/β^+^ T cells from DSS treated VillinΔ*Mbd2* mice were significantly expanded, with corresponding increased levels of tissue IFN-γ transcript, mirroring our previously reported work in *Mbd2*^−/−^ mice (Figures 6J,K) (6). In summary, these data suggest that Mbd2 plays a dual role in limiting experimental colitis by regulating both CD11c-mediated myeloid cell, and CEC-mediated CD8^+^ T-cell, colon infiltration.

## Discussion

Intestinal surfaces are constantly exposed to a range of micro-organisms, requiring tight regulation of host cells to prevent over-exuberant immune responses that can lead to damaging inflammatory pathology (37). However, our understanding of how epigenetic processes affect immune-mediated intestinal inflammation and disease is currently limited (1). Here we show that expression of Mbd2, an epigenetic regulator of gene transcription, by both CD11c^+^ innate cells and ECs is crucial for limiting colonic inflammation.

In the steady state, *Mbd2*^−/−^ mice showed similar barrier integrity, absence of spontaneous inflammation and composition of the LP myeloid compartment to littermate controls (Figures 1A–C,E, Supplementary Figures 1c, 3). However, following epithelial disruption via DSS treatment, *Mbd2*^−/−^ mice displayed dramatically worse pathology, with severe weight loss, symptom score and immune infiltrate into the colon (Figures 1A–G). Indeed, the myeloid compartment of DSS treated *Mbd2*^−/−^ mice was defined by an enrichment of pro-inflammatory cell types, in particular an increased proportion of IL-1β expressing monocytes and neutrophils (Figures 1H–J). Monocytes are a key pro-inflammatory cell in human and murine colitis (18, 19, 38, 39), however colon monocytes isolated from *Mbd2*^−/−^ mice displayed dysregulation of only a handful of genes and similar per-cell cytokine producing capabilities compared to controls (Figures 2A,B,D). This suggested that increased tissue numbers of these cells represented a consequence, rather than cause, of increased colonic inflammation in *Mbd2*^−/−^ mice. We thus investigated other cellular sources of Mbd2 that could account for this exacerbated pathology.

cDC1s have been shown to express DC-specific transcription factors, migrate to MLNs in a CCR7 dependent manner, and interact with CECs to limit colitis pathlogy (10, 24), yet little is known about how epigenetic processes may regulate their function. We observed that *Mbd2*^−/−^ cDC1s significantly upregulated expression of *Ets2* (Figures 3A,B), a transcription factor that controls the induction of miR-155 (25, 40). miR-155 has been shown to be a potent pro-inflammatory mediator found at increased levels in the mucosa of IBD patients, suppressing SOCS1 and negative inhibitors of TLR4, thereby increasing IL-6 and IL-8 from immune cells including intestinal myofibroblasts (40, 41). Two other genes significantly upregulated in *Mbd2*^−/−^ cDC1s were *Gipc1* and *Adcy4* (Figures 3A,B), both of which can increase cellular cAMP^65−67^. Increases in cAMP can interfere with DC induction of Th2 responses, reduce MHC-II production and impair antigen presentation capabilities (27, 42). However, future dedicated investigation and validation of the function of these genes in DCs, and determining whether these are regulated by the action of Mbd2, may shed light on the downstream mechanisms that influence intestinal pathology during colitis.

Murine colon macrophages are important mediators of tolerance to the intestinal microbiota, with their depletion by removing Ccr2^+^ monocyte precursors resulting in increased susceptibility to chronic colitis (43). Comparison of WT and *Mbd2*^−/−^ cDC1 and macrophage gene expression revealed that both cell types displayed dysregulated expression of mediators associated with CEC crosstalk. Specifically, cDC1s from DSS treated *Mbd2*^−/−^ mice showed reduced levels of *Itgae*/CD103 [which interacts with CEC E-cadherin to prevent epithelial shedding and boost CEC maturation (28)] and *Nab1* [a co-repressor of early growth response 2 (Egr2) (44), defects in which result in reduced Stat5 signaling and increased susceptibility to γ-irradiation intestinal injury (29, 45)]. This was mirrored in reduced CD103 protein expression in *Mbd2*^−/−^ and CD11cΔ*Mbd2* cDC1s (Supplementary Figure 6). Furthermore, *Trem2* downregulation, which has been implicated in colonic epithelial repair during acute injury (32), was evident in *Mbd2*^−/−^ macrophages. Together, this suggested a role for Mbd2 in the regulation of gene expression in two important CD11c^+^ innate intestinal populations, with dysregulated expression of genes implicated in CEC crosstalk.

To test the relevance of these observations, we utilized CD11c-restricted Mbd2 depletion (CD11cΔ*Mbd2* mice), which resulted in increased susceptibility to DSS colitis compared to *Cre*^−^ controls (Figures 4A–D). Mechanistically, Mbd2 expression by CD11c^+^ cDC1s or macrophages regulated basic cellular processes such as antigen presentation and epithelial cross-talk, and CD11c-restricted Mbd2 depletion was accompanied by in an increase in IL-β^+^ monocyte recruitment. However, the severity of colitis observed in CD11cΔ*Mbd2* mice did not reach the same level as that evident in globally deficient *Mbd2*^−/−^ mice (Figures 1B,C), so we sought to assess the role for Mbd2 in CD11c^−^ cell types that might explain increased colitis susceptibility.

CECs regulate GI tract immunity by forming a physical barrier, producing anti-microbial products such as defensins and calprotectin (14), present antigen via MHC-II and secrete cytokines such as IL-10, TGF-β, and IL-12p70 (46). The differential expression of genes implicated in CEC-crosstalk from *Mbd2*^−/−^ cDC1s and macrophages (Figures 3A–D), suggested *Mbd2* may have direct and/or indirect roles in influencing CECs during colonic inflammation. Indeed, our mRNA expression dataset revealed that *Mbd2*^−/−^ CECs displayed marked up-regulation of genes associated with MHC-I and -II. MHC molecules are found at increased levels on CECs in active IBD, with MHC-II controlled by a transcriptional complex that includes the master transactivator, Ciita (47). Like Mbd2, the *Ciita* transcriptional regulator HIV Tat-interacting protein [HTAPIP, aka K(lysine) acetyltransferase 5 (Kat5)], alters histone acetylation, which in turn regulates chromatin remodeling, signal transduction, and Tat mediated MHC expression (48). In addition, EC deletion of histone deacteylase (Hdac) 1 and 2 or 3 in mice has been implicated in determining the overall pre-disposition to intestinal pathology (12, 35). We also observed reduced surface CD103 protein on cDC1s from *Mbd2*^−/−^ and CD11cΔ*Mbd2*, but not VillinΔ*Mbd2*, mice. CD103 (α_E_β_7_ integrin) affects lymphocyte dendrite formation and motility in a ligand dependent fashion, and interacts with E-cadherin on ECs, deletion in which results in spontaneous colonic inflammation and death due to increased EC shedding and lack of EC maturation (25). Thus, Mbd2 may be required to support local colon DC-EC interactions, through CD103-E-cadherin interactions in these respective cell types.

Lastly, we observed equivalence in pro-inflammatory myeloid cells in EC-restricted Mbd2 deficient colitis, but increased *Mbd2*^−/−^ CEC expression of T-cell chemokine *Cxcl9*. It is possible that the increased colitis severity evident in global *Mbd2*^−/−^ vs. CD11cΔ*Mbd2* or VillinΔ*Mbd2* mice was due to the additive pathology of IFN-γ^+^ T-cell recruitment driven by Mbd2-deficient ECs. In support of this, we observed expansion of CD8^+^ T-cells in DSS treated VillinΔ*Mbd2*, but not CD11cΔMbd2, where CECs were Mbd2 sufficient. Indeed, we have previously shown that Mbd2 deficient colon LP T cells may overexpress IFN-γ and IL-17 (6). Future co-culture experiments using Mbd2 sufficient/deficient CECs, T cells, DCs or macrophages would be a useful approach to address the relative importance of Mbd2 expression by each cell type in a more reductionist *in vitro* setting.

Thus, in a combined model of *Mbd2*^−/−^ colitis susceptibility (Graphical Abstract), we speculate that at the onset of intestinal inflammation, the Mbd2 deficient epithelium leads to further intestinal damage, through *Cxcl9* driven CD8^+^ T-cell recruitment and EC-MHC-II upregulation. Mbd2 deficient cDC1s facilitate this process by reduced CEC support (reduced *Itgae*/CD103 and Stat5 signaling) and expression of pro-inflammatory (mir-155 pathway) TFs. Mbd2 deficient macrophages compound reduced CEC repair (reduced *Trem2* expression), whilst simultaneously attempting to limit excessive inflammatory processes (increased *Ido1* and reduced *Retlna*). The end result is profound IL-1β^+^ monocyte accumulation facilitated by Mbd2 deficient CD11c^+^ cells, with simultaneous accumulation of CD8^+^ T-cells that increases tissue IFN-γ due to dysregulated, Mbd2 deficient, ECs.

In summary, Mbd2 is required for limiting colitis severity via the regulation of both myeloid and epithelial responses in the colon, employing multiple layers of cellular control that cumulatively prevent excessive inflammation in the intestines. Future work will focus on the role of DNA binding and chromatin accessibility in the ability of Mbd2 to regulate the function of cDC1s, macrophages and ECs. Strategies to target *Mbd2* for prevention of DC, macrophage/monocyte, or CEC exacerbation of intestinal inflammation may enable future development of innovative therapies to help control excessive inflammatory responses that define conditions such as IBD.

## Methods

### Mice

*Mbd2*^−/−^ and CD11cΔ*Mbd2* mice on a C57BL/6 background were bred in-house and maintained under specific pathogen-free conditions in the Faculty of Biology, Medicine and Health, University of Manchester, in compliance with the UK Home Office Animals (Scientific Procedures) Act 1986. VillinΔ*Mbd2* mice were generated by crossing *Mbd2*^*fl*/*fl*^ with *Villin-Cre*^+^ mice as previously described (2, 35). Age and sex matched mice (aged 8–22 weeks) were used in the experiments. CECs from VillinΔ*Mbd2* mice displayed a >98% reduction in *Mbd2* transcript compared to littermate *Cre*^−^ controls (Supplementary Figure 9a).

### DSS Model

Mice received 2% DSS salt b/w (reagent grade MW 36,000–50,000 kDa; MP Biomedicals) *ad libitum* in sterile drinking water for 6 days as described previously (49). Mice were monitored daily for change in weight, rectal bleeding and diarrhea to generate a symptom score. Experimental mice, wherever possible, were co-housed from birth with littermate controls. In histology analysis, the most distal 1 cm of colon was used for consistency between experiments, placed in 10% neutral buffered formalin for 24 h before being transferred to 20% ethanol. Samples were processed using standard hematoxylin and eosin (H&E) stain before being scored blinded using an established DSS histo-pathology protocol (50).

### Cell Isolation

LP cells were obtained from mouse colon by enzymatic digestion as described previously (49). Briefly the large intestines of mice were excised and soaked in ice cold PBS, before removing excess fat and feces, opened longitudinally and washed in Hank's balanced salt solution (HBSS; Sigma) 2% fetal calf serum (FCS; Sigma) before being cut into 0.5 cm sections. A further HBSS containing 2 mM EDTA (Gibco) wash step was used to remove mucous before digestion in complete RPMI (cRPMI) (2 mM L-glutamine{Gibco}, RPMI 1640, 100 μg/ml penicillin, 100 μg/ml streptomycin and 10% FCS, {all Sigma}) containing 0.5 U/ml Liberase TM and 0.1 mg/ml Type IV DNAse from bovine pancreas (both Sigma) for 45 min in a shaking incubator at 180 rpm, 37°C. Cells were then washed in cRPMI, passed through a 40-μM cell strainer (Thermo Fisher Scientific) with the aid of a syringe plunger before resuspension to the required concentration.

### Flow Cytometric Analysis and Sorting of Cells

Processed single cell suspensions [0.5–2 × 10^6^ cells per stain] were stained first using LiveDead blue (Invitrogen) at a 1:2,000 dilution in 10 μl PBS for 10 min at room temperature then FcR-Block (2.4G2), followed by the antibodies listed in Supplementary Table 3 at 4°C for 30 min, before being fixed in 1% paraformaldehyde prior to acquisition as described previously (51). To detect intracellular cytokines, cells were incubated in cRMPI at 37°C in 5% CO_2_ for 3 h in the presence of 1 μl/ml GolgiStop (BD Biosciences). For intracellular staining after fixation in 1% paraformaldehyde, cells were permeabilized using Cytofix/Cytoperm (BD Biosciences) or FoxP3 Transcription Factor buffer kit (ThermoFisher) and incubated with intracellular antibodies for 1 h at 4°C (Supplementary Table 3). Cells were washed prior to sample acquisition. All stained samples were acquired using a BD Fortessa (BD Biosciences) and analyzed using FlowJo v.9 software (TreeStar). Flow cytometer photomultiplier tube voltages were applied to ensure best compensation whilst aligning to the latest cytometer setup and tracking settings. The number of myeloid cells per mouse colon was determined by calculating the proportion of identified populations in Live/singlet/intact/CD45^+^/Lineage^−^ cells, myeloid population data was then expressed per mouse colon using the total LP cell count derived after purification.

Colon LP CD45^+^Ly6G^−^Siglec-F^−^CD11b^+^Ly6C^+^ monocytes, CD45^+^Ly6G^−^Siglec-F^−^CD11b^+^Ly6C^−^MHC-II^+^F4/80^+^ macrophages, CD45^+^Ly6G^−^Siglec-F^−^CD11b^−^CD11c^+^CD103^+^ cDC1s and EpCAM^+^CD45^−^CD3^−^F4/80^−^ from WT or *Mbd2*^−/−^ mice after 6 days of DSS treatment were FACS-purified using a BD Influx 70 μm nozzle size at 60PSI. Cell purity was confirmed at >95% before processing for RNA isolation and microarray analysis.

### mRNA Microarray and Quantitative PCR (qPCR)

For murine colon/spleen tissue samples or sorted cell populations total RNA was extracted using an adapted protocol (52) of the *mir*Vana miRNA isolation kit (Thermofisher). RNA quality was assessed using Agilent RNA 6000 Pico assay, RNA integrity number (RIN) >8.5 was considered satisfactory for subsequent microarray analysis. For microarrays, RNA was labeled using TotalPrep RNA amplification kits (Life Technologies) and hybridized with Illumina MouseWG-6BeadChip arrays with 2–5 biological replicates (1–10 mice per replicate) from three separate experiments of FACS-purified populations as described above. All analyses were conducted in R using Bioconductor. Pairwise group comparisons were undertaken using linear modeling. Subsequently, empirical Bayesian analysis was applied, including vertical (within a given comparison) *P*-value adjustment for multiple testing, which controls for false-discovery rate, using the limma Bioconductor package. An adjusted *P* < 0.01 and absolute log base2 fold change ≥1.0 was taken to screen candidate genes for further analysis. Functional enrichment analyses were performed for GO terms using the appropriate packages. Focused “genes of interest” lists were assembled from the literature and other publicly available resources.

To measure gene expression of whole tissue (1 cm section of distal colon or spleen was placed in 500 μl of RNALater and kept on dry ice before storage at −80°C) or purified cells by RT-qPCR, complementary DNA of extracted RNA was generated using SuperScript-III and Oligo-dT (Life Technologies). Relative quantification of genes of interest was performed by qPCR analysis using QuantStudio 12 Flex Real Time PCR system, with Fast SYBR® Green Master Mix (Life Technologies), compared with a serially diluted standard of pooled complementary DNA. Expression was normalized to *Gapdh*. Primers are listed in Supplementary Table 4.

### FITC Dextran Intestinal Permeability Assay

Naïve *Mbd2*^−/−^ and littermate controls were gavaged with 4 kDa FITC dextran at 60 mg/100 g body weight with serum obtained 4 h post-gavage, concentrations determined by spectrofluorophotometer (490/525 nm).

### Colon Explant Supernatant Analysis

One cm sections of distal colon were removed and incubated for 24 h in 1 ml cRPMI. Cytokine concentrations in culture supernatant was derived by cytokine bead array (BD biosciences).

### Statistical Analysis

Statistical analyses were carried out using GraphPad Prism v.7 or JMP v.12 (SAS Institute). The data were checked to confirm normality and that groups had equal variance. One-way analysis of variance (ANOVA) with Tukey's multiple comparison tests was employed to determine significant differences between sample groups. Results from these tests were reported as significant if *P* ≤ 0.05, with results from these tests shown as mean ±SEM. For some experiments statistical analysis was carried out using JMP, in which case data were analyzed using three-way full-factorial fit models to assess effects such as “genotype,” “treatment,” and “experiment” on the response variable of interest. This allowed the interaction between effects to be taken into account in addition to their impact on the response variable, which enabled experimental repeats to be pooled increasing the power of the analysis (53). The least squares mean results table from the three-way full-factorial analysis was used to test the contrast between specific experimental groups using a joint F-test. A difference between experimental groups was taken to be significant if the *P*-value (Prob > F) was ≤ 0.05, with results in graphs shown as least squares mean ± SEM.

## Data Availability Statement

The datasets generated for this study can be found in the GSE134282.

## Ethics Statement

All animal experiments were performed under review of the University of Edinburgh and/or Manchester bioresearch veterinary services and in compliance with the UK Home Office Animals (Scientific Procedures) Act 1986.

## Disclosure

The Manchester Collaborative Center for Inflammation Research is a joint venture between the University of Manchester and GSK.

## Author Contributions

G-RJ, PC, and AM designed the project and coordinated the experimental work. G-RJ, AP-A, SB, and PC carried out the experimental work. AI analyzed and helped the interpret the microarray data. AM conceived the project. AM and PC supervised the research. G-RJ, PC, and AM wrote the manuscript with valuable input from all other authors.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

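Gene expression was measured on Illumina MouseWG-6 BeadChips in monocytes, macrophages and cDC1s sorted from the colon lamina propria of DSS treated WT and *Mbd2*-/- mice, and in splenic CD4 T cells. There were 5 WT and 5 *Mbd2*-/- arrays of monocytes, the same numbers of macrophages, 2 WT and 3 *Mbd2*-/- arrays of cDC1s, and 1 array per genotype of splenic CD4 T cells, 27 arrays in all. The labels place the T cells 6 weeks after a transfer. Colon epithelial cells were not analysed here. The paper gives 1 to 10 mice for each replicate and the deposited record 1 to 5, and they also differ in the RNA kit and the RNA integrity limit they name. Genotype and cell type were taken from the sample labels, which carry an array number that is used here to name single arrays.

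The authors deposited intensities as the mean brightness of the beads of each probe, exported from GenomeStudio with no normalization and no background subtraction. The deposited table also gives a detection p-value for each probe and array, which the software computed against the negative control probes of the same array and did not adjust. Each table row is a probe, with 45281 probes that carry 30869 distinct symbols. The deposited table holds 3 further per-array signal columns that belong to no sample of the series, and these were not used. Of the 36692 probes listed with an accession, 27655 matched a RefSeq table of assembly GRCm38.p6 that was used only to update gene names. All other names are the array's own, and the probe listed as *Indo* is *Ido1*. The gene written Fclrs in the paper was read as *Fcrls*.

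The paper's text names limma, adjustment within a comparison and the thresholds, and names neither the background correction nor the normalization between arrays. Here the background was corrected by normexp with the negative control probes and an offset of 16, and the 25 colon arrays were quantile normalized and taken to log2. For the T cells, all 27 arrays were normalized together. R 4.3.3 was used with limma 3.58.1 and data.table 1.17.8. One limma model (lmFit, contrasts.fit and eBayes) was fitted over 6 groups of cell type and genotype, which share one estimate of the spread for each probe. The genotype effect was tested within each cell type, and the differences of the genotype effect between cell types were tested as interactions. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A probe entered a comparison where its detection p was under 0.05 on at least as many arrays as the smaller genotype group holds. A probe was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, and a gene was called where any of its probes was. A gene with called or significant probes in both directions counts once in each direction.

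The genes named in the text are the genes that the paper's text names for that cell type, the reported loci of Figure 2D, *Mbd2*, and up to 5 called genes per direction with the largest change whose WT and *Mbd2*-/- arrays do not overlap. Values are given for the probe with the highest mean over the arrays of the comparison, different probes were never averaged, and other tested probes are mentioned where they differ in direction or call in the cell type for which the gene is named. A fold change against a group in which a probe was above background on no array is given as a lower bound.

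The number of arrays limits the precision. The procedure was tested on simulated data in which 200 probes were changed by known amounts, with the same spread per probe in all 6 groups. That spread may be too small for cDC1s, so the shares given for cDC1s may be too high. A log2 change of 2 passed the adjusted p for 97.5% of the changed probes in monocytes, 98.0% in macrophages and 94.5% in cDC1s. For a log2 change of 1 these shares were 85.5%, 83.0% and 64.5%, and 44.5%, 43.5% and 40.0% passed both the adjusted p and the minimum fold change. The *Mbd2* probe was above background on no array, so it gave no check of the genotype labels.

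The alternatives fixed before the data were examined were no background correction, an offset of 50, median scaling, cyclic loess, no filter and a stricter filter on dim probes (detection p under 0.01 on every array of a group), an unadjusted p, an adjusted p under 0.01, no minimum fold change, a separate normalization and fit per cell type, array weights, probes counted in place of genes, and each array left out in turn. Added after the data were seen were the position of an array's column in sixes as a block, since a BeadChip of this type holds 6 arrays, a robust spread of the negative controls, and pairs of monocyte and macrophage arrays whose label numbers differ by 10 as a random block. A block of the BeadChip itself was not run, since neither the table nor the labels name the chip. MHC genes were tested as a set with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. The list was taken from the paper's text. Lists of marker genes of epithelial cells, plasma and B cells, T cells, neutrophils, eosinophils, fibroblasts, red cells, macrophages, monocytes, cDC1s and sex were fixed together with the first alternatives. Other splits of the arrays were drawn 100 times with a fixed seed. Some loci of Figure 2D are not reported here, so that counts over its loci cover part of that figure and do not speak for all of it. GO term enrichment was not analysed here, since no GO annotation was used.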

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

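The tests chosen only after the result was seen are the share of probes lowest on WT macrophage array 12, array signal and column position in cDC1s, the pairs of label numbers as a block, the epithelial markers beside *Reg3b* and the pairs of arrays of one condition.

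Single arrays that stood apart from the others of their group were looked for in 88 groups of values, over the named genes and the correlation of each array with its group, and 6 were found where chance gives 4.4. In *Mbd2*-/- monocytes, *Il12a* was lowest on array 7 (6.77) and *Lyz2* on array 8 (12.49), both as normalized log2 intensity. In WT monocytes *Il18* was lowest on array 5 (9.25). These 3 values lie on 3 different arrays, and no biological explanation was tested.

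In WT macrophages, array 12 was lowest for *Lyz1* (10.34) and for *LOC213684* (5.63). Array 12 held the lowest WT value for 79.8% of the probes called higher in *Mbd2*-/- macrophages, against 24.3% of all probes tested. Without array 12, 79 genes were called and 69 of the 232 genes were still called, so that 163 were lost. Of the 232 genes, 81 were kept without *Mbd2*-/- array 19 and 78 without *Mbd2*-/- array 20. A loss of about this size was thus not special to array 12. The median log2 change of the 233 probes called higher fell from 1.43 to 1.15 without array 12, and all 233 remained higher. These probes were chosen on the same arrays, which favours their staying higher, so their median does not decide what array 12 contributes. That 69 genes were still called without array 12 argues against it as the whole source of the difference. Array 12 may be the source of the call for the 163 genes, though the loss alone does not decide it. Whether the array differs for a technical reason or because its mice differed stays open. In *Mbd2*-/- macrophages, array 20 had the lowest median correlation with its group (0.952), and 85 genes were called without it.

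The genotype effect differed between macrophages and cDC1s for 1510 genes, between monocytes and cDC1s for 197 genes and between monocytes and macrophages for 5 genes (limma interaction, adjusted p under 0.05). The 5 genes were *Spink2*, *Cebpe*, *Angptl7*, *Tspan10* and *Ptges*, named after their values were seen. The log2 effect in macrophages minus that in cDC1s was -1.32 for *Trem2*, -1.14 for *Ets2*, -2.17 for *Gipc1* and 1.34 for *Nab1*. Among the genes named by size it was 5.20 for *LOC386144*, 1.64 for *Apoc1*, -1.89 for *Msr2*, -1.56 for *Igfbp6*, -1.54 for *Chst7*, -3.44 for *Igk-V33*, -2.88 for *Dlm1-pending*, 4.33 for *Pmaip1*, 2.62 for *Gm459*, 2.66 for *Ezh2* and 2.90 for *Top1*. The log2 effect in monocytes minus that in cDC1s was 1.37 for *Apoc1*, 1.93 for *Lyz1*, -1.31 for *Ets2*, 1.53 for *Nab1*, -1.97 for *Msr2*, -4.38 for *Igk-V33* and 2.24 for *Ezh2*. *Apoc1* and *Igk-V33* were not above background in WT cDC1s, and *Gm459* was not above background in *Mbd2*-/- cDC1s, so their fitted differences are no bounds. Dim probes cannot show a decrease below background. In WT cDC1s *Trem2*, *Msr2* and *Chst7* lay 0.33, 0.43 and 1.37 on the log2 scale above the median of undetected probes, and in WT macrophages *Pmaip1*, *Gm459*, *Ezh2* and *Top1* lay 0.44, 1.12, 0.17 and 0.90 above it, as *Ezh2* in WT monocytes did by 0.26. Each of these is less than the decrease in the other cell type of the comparison, so that a like decrease could not have been measured there, and the counts hold such probes as well.

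These interactions rest on 2 WT cDC1 arrays. The count for macrophages and cDC1s was 114 without WT cDC1 array 23, 2326 without WT cDC1 array 26, 744 without *Mbd2*-/- cDC1 array 28, 611 without *Mbd2*-/- cDC1 array 30 and 996 without *Mbd2*-/- macrophage array 19. The count for monocytes and cDC1s was 43 and 1122 without the same WT cDC1 arrays, 651 and 94 without *Mbd2*-/- cDC1 arrays 27 and 30, 106, 70 and 123 without WT monocyte arrays 2, 3 and 5, and 103, 101 and 91 without *Mbd2*-/- monocyte arrays 7, 9 and 10. The count for monocytes and macrophages was 2 without *Mbd2*-/- monocyte array 8 and 0 by limma without WT macrophage array 14 (1099 at an unadjusted p under 0.05). It was 12, the 5 genes included, with pairs of monocyte and macrophage arrays whose label numbers differ by 10 as a random block. The *Mbd2*-/- cDC1 arrays also had less signal, with a mean log2 signal of 6.71 to 6.89 against 7.07 to 7.10 in WT. With that signal as a covariate, 114 genes were called in cDC1s, and 71 of the 315 genes were called both ways. The signal of both genotypes does not overlap in cDC1s, so the slope of the covariate rests largely on the monocyte and macrophage arrays. Signal and genotype thus cannot be told apart in cDC1s, neither for these 71 genes nor for the other 244. The covariate also widens the standard error by a median factor of 1.23. With the column position in sixes as a random block 313 genes were called, with a correlation of 0.0362 within sixes, and no such block of columns holds cDC1s of both genotypes, so position and genotype cannot be told apart either. A difference between the cell types in their response to the genotype stays open.

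The paper does not report genes shared between the 3 cell types. There were 4 genes called in the same direction in all of them, *Reg3b* and *Ubd* higher and *Spp1* and *C230075M21Rik* lower in *Mbd2*-/-, named after their values were seen. *Reg3b* rose by 1.36 in monocytes, 1.26 in macrophages and 1.35 in cDC1s by its brightest probe (limma adjusted p = 0.00855, 0.0120 and 0.0407). More RNA from epithelial cells in the *Mbd2*-/- sorts would raise abundant epithelial transcripts as well. The largest median log2 change of the epithelial markers in the 3 cell types was 0.35, and the abundant *Lgals4* changed by 0.34, 0.35 and 0.37 and *Muc2* by -0.49, 0.14 and -0.30, which argues against a larger share of epithelial RNA. A higher level of *Reg3b* in the epithelial cells whose RNA reaches every sort stays open and was not tested. *Reg3g* (1.58, 1.67 and 1.62) and *Retnlb* (1.05, 1.25 and 1.19) moved the same way, and not all of these passed the adjusted p.

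The paper does not report the splenic CD4 T cell arrays. Between the WT and the *Mbd2*-/- array, 674 genes lay at least 2-fold apart, 404 higher and 270 lower in *Mbd2*-/-, with a correlation of 0.974 across probes. With 1 array per genotype there is no replicate check and no test. Pairs of arrays of one condition in the colon gave 267 to 1947 such genes (median 526.5, 44 pairs), and 18 of these pairs gave at least as many. The largest ratios were in *Gcg* (4.84) and *Mpo* (-4.43) on the log2 scale, named after their values were seen. Also among the large ratios, neutrophil markers were lower in *Mbd2*-/- (*Camp* -2.52, *Ngp* -2.49, *S100a8* -1.91). Red cell markers were higher (*Hba-a1* 2.65, *Alas2* 2.03). A different share of RNA from other cells on these arrays is thus not excluded, and the 674 genes cannot be taken as a difference within T cells. No biological explanation was tested.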

How the results depend on the processing

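The settings chosen only after the result was seen are the column position in sixes as a block, the robust spread of the negative controls and the pairs of label numbers as a block, and all other settings were planned. Where a count or call changed, the cause was not tested unless stated.

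In monocytes 59 genes were called, in macrophages 232 and in cDC1s 315. With no background correction these counts were 21, 85 and 82, and with an offset of 50 they were 34, 126 and 132. With median scaling, 132 genes were called in macrophages and 516 in cDC1s. The median log2 change of all probes tested was -0.020 in monocytes, -0.066 in macrophages and 0.026 in cDC1s. Under median scaling it was -0.26, -0.068 and -0.37 in the same order. The share of called genes that were higher in *Mbd2*-/- went from 71.2% to 26.7% in monocytes and from 41.9% to 1.55% in cDC1s, with 91.0% and 84.9% in macrophages. With cyclic loess, 192 genes were called in cDC1s, 30.2% of them higher. With no filter on dim probes, 85 genes were called in macrophages, where more probes enter the adjustment. At an unadjusted p the counts were 122, 392 and 618, and with no minimum fold change they were 263, 857 and 1087. At an adjusted p under 0.01, 51 genes were called in macrophages and 100 in cDC1s. With array weights the counts were 114, 127 and 104. Normalized and fitted alone, macrophages gave 39 genes and cDC1s gave 0 by limma, with 419 genes in cDC1s at an unadjusted p under 0.05 and an absolute log2 fold change of at least 1. Here each fit estimates the spread from fewer arrays. The counts stayed within 1.5 times under all other settings.

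With one array left out, the counts ranged from 41 to 91 in monocytes, 79 to 397 in macrophages and 154 to 925 in cDC1s. In monocytes the count of 91 was without WT array 4. In macrophages it was 79 without WT array 12, 85 without *Mbd2*-/- array 20, 87 without *Mbd2*-/- array 19, 120 without WT array 14, 353 without *Mbd2*-/- array 17 and 397 without WT array 15. In cDC1s it was 154 without WT array 23, 177 without *Mbd2*-/- array 30, 575 without *Mbd2*-/- array 27 and 925 without WT array 26. A fit without one WT cDC1 array leaves a lone WT array, which is assumed to vary like the other groups. Without WT array 12, 69 of the 232 macrophage genes were kept, and without WT array 23, 87 of the 315 cDC1 genes were kept.

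The genotype effect differed between monocytes and macrophages for 5 genes, between macrophages and cDC1s for 1510 and between monocytes and cDC1s for 197. The first count was 1 with no background correction, 1 with cyclic loess, 10 with array weights and 0 by limma with median scaling (1042 at an unadjusted p under 0.05), at an adjusted p under 0.01 and with the sixes as a block (1163 at an unadjusted p). With pairs of monocyte and macrophage arrays whose label numbers differ by 10 as a random block, chosen after the data were seen, it was 12, with a correlation of 0.171 within pairs, and 63 genes were called in monocytes and 234 in macrophages. The number of genes whose genotype effect differs between macrophages and cDC1s was 978 with median scaling, 963 with cyclic loess, 832 with no filter, 145 at an adjusted p under 0.01 and 208 with array weights. The third was 310 with no background correction, 312 with an offset of 50, 6 with median scaling, 129 with no filter, 31 at an adjusted p under 0.01 and 54 with array weights. At an unadjusted p the 3 counts were 1171, 4297 and 3028. With one array left out they ranged from 0 to 7, from 114 to 2326 and from 43 to 1122, and the arrays behind these are named above. A fit per cell type gives no such count.

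Of the 13 monocyte loci of Figure 2D that are reported, 0 passed the adjusted p by limma, and 4 had an unadjusted p under 0.05. With array weights 1 passed, and without WT array 4, 2 passed (*Il12a* and *Nos2*). Without any one of the other 9 arrays and under the other settings with an adjusted p, 0 passed by limma (1 to 4 at an unadjusted p). With median scaling the direction turned for *Il1b* (-0.12), *Il15* (-0.048), *Il18* (-0.0089) and *Irf3* (-0.31). With one array left out, Il1b in monocytes ran from -0.0027 (without WT array 1) to 0.093, Tlr4 in monocytes from -0.16 to 0.00051 (without *Mbd2*-/- array 9), and Irf3 in monocytes from -0.024 (without WT array 3) to 0.057, with -0.0014 without WT array 2, -0.014 without *Mbd2*-/- array 6 and -0.015 without *Mbd2*-/- array 9. In cDC1s the brightest *Itgae* probe turned to 0.26 with cyclic loess.

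Of the values of named genes over all settings other than leaving out an array, 303 of 312 kept their direction and side of the adjusted p in monocytes, 167 of 182 in macrophages and 128 of 180 in cDC1s. With an array left out, 232 of 240, 134 of 140 and 54 of 75 did. Of those that changed in cDC1s, 51 and 21 kept their direction and no longer passed. The sixes as a block, chosen after the data were seen, gave 54 genes in monocytes, 50 of them among the 59, and 213 in macrophages, 170 of them among the 232. With the robust spread of the negative controls, also chosen after, the counts were 60, 232 and 308.

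The MHC genes as a set had an adjusted p of 0.0603 in both monocytes and macrophages by camera with the correlation estimated (0.273), against 3.28e-06 in both at the preset correlation and 0.0190 and 0.0148 by fry. For WT vs Mbd2-/- splenic CD4 T cells, 189 genes lay at least 2-fold apart with no background correction, against 674.

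The BeadChip as a block and GO terms with another gene list were planned and not run, since the chip is not named and no GO annotation was used. The paper states that the replicates came from separate experiments, and the labels do not give the experiment of an array. Experiment was therefore not in any fit. The genotypes compared also share no array numbers, so that no pairing was possible between them. The signal over background limits what the dim probes can show, and *Mbd2* itself was at background on all 27 arrays.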

Differences from the paper's values

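The one setting here that was chosen only after the result was seen is the column position in sixes as a block. The paper states 7 genes for monocytes, and 59 were called here. No alternative set before the data were examined brought the count within 1.5 times of the paper's, with or without an array left out.

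For macrophages the paper states 41 genes, against 232 here. The count fell within 1.5 times of the paper's at an adjusted p under 0.01 (51 genes) and with macrophages normalized and fitted alone (39 genes), and under none of the other alternatives. The paper states 38 higher genes, against 211 here, and an adjusted p under 0.01 (35 genes) was the one alternative within reach. It states 3 lower genes, against 21 here, and no background correction (4 genes) was the one alternative within reach.

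For cDC1s the paper states 27 genes, against 315 here, and no alternative came within 1.5 times. The paper's 10 higher genes stand against 132 here, and median scaling (8 genes) was the one alternative within reach. The paper's 17 lower genes stand against 183 here, and no alternative came within reach. The paper gives the threshold as *P* under 0.05 beside these counts and as an adjusted *P* under 0.01 in its methods.

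The log2 fold changes that follow are the paper's as read by eye from its volcano plots. For *Apoc1* in monocytes the paper shows about 1.6 in Fig. 2A, against 2.05 here, and no background correction, an offset of 50 and median scaling came within the error while the others did not. For *Adcy4* in cDC1s it shows about 1 in Fig. 3A, against 1.56 here, and for *Gipc1* about 1.1 in Fig. 3A, against 1.68 here. For both, no background correction and median scaling came within the error and no other alternative did. For *Nab1* in cDC1s it shows about -1 in Fig. 3A, against -1.66 here, and no background correction, an offset of 50, cDC1s fitted alone and leaving out WT array 23 came within the error. For *Itgae* in cDC1s it shows about -1.5 in Fig. 3A, against -0.12 here for the brightest probe. No alternative came within the error for that probe, and a pair of other *Itgae* probes gave -1.76 and -1.46. For *Ido1* in macrophages it shows about 1.1 in Fig. 3C, against 2.55 here, and no background correction was the one alternative within the error.

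The paper states that all dysregulated monocyte genes were upregulated, and 17 of the 59 genes called here were lower in *Mbd2*-/-, among them *Fcrls* (-2.17). The paper lists *Retnla* among the altered macrophage genes, and for Retnla in macrophages the log2 fold change here was -0.99 with a limma adjusted p of 0.0586. *Retnla* passed the adjusted p with no background correction (0.0171), an offset of 50 (0.0293) and the stricter filter on dim probes (0.0489), and it passed at an unadjusted p (0.00406), but its log2 fold change stayed under 1 in size in these. Its adjusted p ran from the first of these to 0.153 over the alternatives. With the column position in sixes as a block, chosen after seeing the values, *Retnla* was called (-1.04, adjusted p = 0.0269), and that setting dropped 0 of the 5 macrophage genes the paper names that were called without it by any probe. *Lyz1* in macrophages had a log2 fold change of 0.96 by its brighter probe, and it passed both thresholds with cyclic loess and without WT array 11, WT array 14 or *Mbd2*-/- array 17. *Vcam1* in macrophages, at 0.94, did so without WT array 12 or *Mbd2*-/- array 16. Other probes of both genes were called. The paper gives the downregulation of *Itgae* as one of the most significant effects in cDC1s, and here its probes took ranks 216 to 17567 by p among 17838 probes.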

Other observations

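The tests chosen only after the result was seen are the other splits of the arrays, the column position in sixes, the marker and immunoglobulin tests, the lists under other scalings, the pairs of label numbers and the *Itgae* probes.

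Over 100 splits of the 10 monocyte arrays into groups of 5, the real one included, 1 gave as many called genes as the genotypes, and the largest other count was 26 against 59. Over 100 splits of the 10 macrophage arrays, 1 gave as many, with a largest other count of 228 against 232 and a median of 0. No other split drawn reached either count. For monocytes this argues against chance as the source of the count. For macrophages another split nearly matched the count, so chance is not excluded for it. With 2 and 3 arrays, cDC1s were not tested in this way. With the column position in sixes as a block, chosen after the data were seen, 170 of the 232 macrophage genes were called again, which argues against column position as the source of most of them.

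Markers of other cell types were looked at in 30 set tests. The values are the median log2 change in monocytes, macrophages and cDC1s in turn. They were 0.21, 0.35 and 0.33 for the epithelial list (9 of 12 genes tested in each), -0.30, -0.47 and -0.19 for T cells, -0.12, -0.061 and -0.74 for fibroblasts, 0.32, -0.097 and -0.014 for red cells, -0.64, -0.11 and 0.26 for plasma and B cells, and -0.32, 0.11 and -0.56 for the sex genes. For eosinophils 1 gene, *Prg2*, could be tested, with 0.55, 0.92 and 1.30. For neutrophils they were 0.71, 0.27 and 0.97, for monocytes 0.26, 0.45 and 0.67, for macrophages -0.30, 0.030 and 0.42, and for cDC1s 0.25, -0.075 and 0.067. Outside cDC1s, the tests with an adjusted p under 0.05 were plasma and B cells in monocytes (0.00212 by fry, 0.0140 by camera, 0.126 with the correlation estimated), neutrophils in monocytes (0.0362 by camera, 0.246 by fry, 0.559 estimated) and monocytes in macrophages (0.0393 by fry, 0.0493 by camera, 0.472 estimated), and no test passed with the correlation estimated. Under median scaling the epithelial list turned to -0.043 in monocytes and -0.13 in cDC1s, plasma and B cells to -0.040 in cDC1s, and cDC1s to -0.039 in monocytes and -0.28 in cDC1s. Monocytes and macrophages express their own lists, and *S100a8* of the neutrophil list is among the loci of Figure 2D.

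In *Mbd2*-/- cDC1s the neutrophil, monocyte and macrophage markers were all higher, with a smallest median of 0.42. By fry the adjusted p was 0.0956 for neutrophils, 0.0393 for monocytes and 0.0393 for macrophages. By camera it was 0.101, 0.101 and 0.0803, and with the correlation estimated it was 0.651, 0.559 and 0.559, so that no camera test passed. Among their brightest genes, *S100a8* rose by 1.35, *Plac8* by 0.37 and *Cd63* by 0.11. A hypothesis is that the *Mbd2*-/- cDC1 sorts held more RNA from other myeloid cells, and the fry values are consistent with it for monocytes and macrophages. A lower share of cDC1s would raise all other cell types alike. The fibroblast markers changed by -0.74 with a fry adjusted p of 0.474, which does not decide it, so a lower share of cDC1s cannot be told apart from more of the other cells. Under median scaling, where the median of all cDC1 probes was -0.37, the macrophage list turned to -0.031, with 0.50 for neutrophils and 0.28 for monocytes. Relative to that median the 3 lists stayed higher, at 0.34, 0.87 and 0.65 in the same order. A higher expression of these genes by *Mbd2*-/- cDC1s stays open and was not tested.

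Among immunoglobulin probes, 13 of 89 tested were called in macrophages, all of them higher in *Mbd2*-/-, 0 of 98 in monocytes by limma (21 at an unadjusted p under 0.05) and 8 of 96 in cDC1s, 6 of them higher. Over all immunoglobulin probes tested, the median log2 change was 0.99 in macrophages, 0.017 in monocytes and -0.18 in cDC1s. More plasma and B cell RNA would raise their markers in macrophages. The median change of that list was -0.11 over 5 genes, and the abundant *Igk-C* changed by 0.011 at a level that may be near saturation, so a share of plasma cell RNA cannot be told apart from another source. No biological explanation was tested.

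The MHC genes that the paper reports for epithelial cells were examined in the myeloid cells, where 11 of 12 genes could be tested over 17 probes. Their median log2 change was 0.30 in monocytes, 0.47 in macrophages and 0.05 in cDC1s. By camera at the preset correlation the adjusted p was 3.28e-06 in monocytes and in macrophages and 0.554 in cDC1s, and by fry it was 0.0190, 0.0148 and 0.605. At the estimated correlation it was 0.0603, 0.0603 and 0.786, so the first calls hold by fry and not at the estimated correlation. The median was higher in both under every background and scaling tried, down to 0.047 in monocytes with median scaling, and in cDC1s it ran from -0.13 with median scaling to 0.37 with cyclic loess. With the sixes as a block, chosen after the data were seen, the median was 0.39 in monocytes and 0.42 in macrophages. Camera at the preset correlation then gave an adjusted p of 1.70e-05 in both cell types. Before adjustment camera gave 1.29e-05 in monocytes and 1.70e-05 in macrophages, and fry gave 0.0339 and 0.0207. By these tests column position is not the whole source. Camera with the correlation estimated was not run with the block, so they do not exclude it as part of the source. That the set rises in these cells in *Mbd2*-/- mice is a hypothesis found and tested on the same arrays, and the difference between cell types was not tested for the set.

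Monocyte and macrophage arrays of one genotype whose label numbers differ by 10 deviated together from their group means. The mean correlation of their residuals over 14733 probes was 0.279 in 10 pairs, 9 of them positive and 8 over 0.1, from -0.029 to 0.48. Against all 14400 pairings within genotype the one-sided exact permutation p was 0.000486. A candidate explanation is that the arrays of such a pair share a source, such as the same mice or the same sort. The labels do not say so. In the order of the samples, the arrays of each pair also hold the same place within their sixes. The permutation cannot tell a shared place from shared mice, so a technical source is not excluded.

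The 6 *Itgae* probes differed from each other in cDC1s. Saturation of the unchanged probes would need them to be brighter than those that fell by 1.76 and 1.46. The dimmest *Itgae* probe, at 6.88 in WT, changed by 0.393 (standard error 0.15), and another, at 11.37, changed by -0.011, where the probes that fell were at 11.03 and 11.21 in WT and other probes read above 13, which argues against saturation for these 2 probes. For the 2 brightest *Itgae* probes saturation cannot be told apart from another cause, since of 157 probes at least as bright as the second brightest 0 were called by limma (9 at an unadjusted p under 0.05). Probes for different transcripts stay open and were not tested. The sign of the brightest Itgae probe, Itgae in cDC1s, turned to 0.26 with cyclic loess.

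*Adcy4* rose by 1.24 in monocytes (limma adjusted p = 0.00280, higher on all 5 *Mbd2*-/- arrays than on any WT array) and by 0.93 in macrophages (limma adjusted p = 0.0170, with overlap between genotypes), where the paper names it for cDC1s only. Monocytes and macrophages shared 20 called genes in the same direction, 14 higher and 6 lower. Macrophages and cDC1s shared 9, and monocytes and cDC1s shared 7.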
